# Premature Macrophage Activation by Stored Red Blood Cell Transfusion Halts Liver Regeneration Post-Partial Hepatectomy in Rats

**DOI:** 10.3390/cells11213522

**Published:** 2022-11-07

**Authors:** Nathalie Abudi, Omri Duev, Tal Asraf, Simcha Blank, Idit Matot, Rinat Abramovitch

**Keywords:** hepatectomy, liver regeneration, activated liver macrophages, heme oxygenase-1

## Abstract

Liver resection is a common treatment for various conditions and often requires blood transfusions to compensate for operative blood loss. As partial hepatectomy (PHx) is frequently performed in patients with a pre-damaged liver, avoiding further injury is of paramount clinical importance. Our aim was to study the impact of red blood cell (RBC) resuscitation on liver regeneration. We assessed the impact of RBC storage time on liver regeneration following 50% PHx in rats and explored possible contributing molecular mechanisms using immunohistochemistry, RNA-Seq, and macrophage depletion. The liver was successfully regenerated after PHx when rats were transfused with fresh RBCs (F-RBCs). However, in rats resuscitated with stored RBCs (S-RBCs), the regeneration process was disrupted, as detected by delayed hepatocyte proliferation and lack of hypertrophy. The delayed regeneration was associated with elevated numbers of hemorrhage-activated liver macrophages (Mhem) secreting HO-1. Depletion of macrophages prior to PHx and transfusion improved the regeneration process. Gene expression profiling revealed alterations in numerous genes belonging to critical pathways, including cell cycle and DNA replication, and genes associated with immune cell activation, such as chemokine signaling and platelet activation and adhesion. Our results implicate activated macrophages in delayed liver regeneration following S-RBC transfusion via HO-1 and PAI-1 overexpression.

## 1. Introduction

The healthy liver has a remarkable ability to regenerate, permitting extensive resections as well as living-donor liver transplantations. Liver regeneration is an orchestrated process that allows a rapid return to the original liver-to-body weight ratio following damage or partial loss of the liver [1,2,3]. Recently, improved post-resection survival rates have been reported in the treatment of patients with liver lesions, as compared with non-surgical strategies [4,5,6,7]. Accordingly, radical surgical approaches have been implemented that result in smaller remnant liver volumes, thereby requiring more efficient liver regeneration [8]. Yet, an adverse event that is frequently encountered during major liver surgery is significant bleeding, which necessitates RBC transfusion [9]. The liver is known to be susceptible to injury in low-flow states associated with acute and massive bleeding [10]; liver injury could, in turn, affect liver regeneration. The need for RBC transfusions increases the possibility that patients will receive stored RBC (S-RBC). Human RBCs are typically stored for as long as 35–42 days. The maximum storage time of RBCs is based on two criteria: the lack of hemolysis at the end of the storage period and an RBC survival rate of at least 75% 24 h after transfusion [11]. These criteria do not consider additional parameters which may affect the efficacy of S-RBC transfusion. These parameters are referred to as the storage lesion, which indicates changes in RBCs that occur with storage time, such as membrane rigidity, slowed metabolism, acidosis, and decreased concentrations of DPG and ATP [12,13]. In addition, remnant white blood cells release cytokines that may activate an inflammatory response in the patient receiving the transfusion [14]. Concerns have previously been raised regarding the safety and efficacy of transfusing S-RBCs in certain scenarios. Several groups have reported a positive correlation between the transfusion of older RBCs and clinically adverse outcomes [15,16,17]. In a previous study, we showed that in an in vivo rat model, acute bleeding induced significant liver injury with poor liver perfusion and oxygenation, and, importantly, the extent of the damage depended on the resuscitation protocol [18,19]. Although, in a clinical setting, the problems that arise with the use of aged blood transfusions have not been confirmed, as regards liver surgeries, it was shown that allogenic transfusion of RBCs or blood components is associated with increased post-operative complications and morbidity [20,21]. In our previous studies, we characterized the kinetics of liver regeneration, perfusion, and oxygenation in rats following PHx using MRI [22,23]. We showed that controlled bleeding in rats during PHx has detrimental effects on liver regeneration: the process is slower and occurs mainly through hepatocyte hypertrophy rather than via the hyperplasia that is observed after PHx in the context of minimal blood loss [24].

Kupffer cells (KCs), the resident liver macrophages, represent approximately 35% of the non-parenchymal cells in normal liver. The heterogeneity of KCs has been identified in different studies. The phenotype of KCs is beyond the traditional dogma of M1–M2 macrophages. KCs contribute to the resolution of liver injury and restoration of tissue architecture. The underlying mechanism varies according to damage factors and pathology. KCs release TNF-α and IL-6, which prime hepatocyte proliferation in in vivo liver regeneration after PHx [25]. However, the role of KCs in liver regeneration is unclear since conflicting data have emerged from studies performed in KC-depleted mice and rats. Some studies showed that KC depletion prior to PHx enhances liver regeneration, whereas in other reports, the process of liver regeneration was delayed [26,27,28]. The aim of the current study was to determine the effect of RBC storage time on the ability of the liver to regenerate effectively. Following PHx, controlled bleeding, and resuscitation with S-RBCs, we found that the liver regeneration process in our rat model was delayed and attenuated due to a decrease in hepatocyte proliferation and a lack of hypertrophy compared to animals receiving fresh RBC (F-RBC) transfusions. We also present evidence that KCs play a deleterious role in liver regeneration following S-RBC transfusion. In particular, the Mhem subgroup of macrophages might participate in this process due to their increased expression of Heme oxygenase-1 (HO-1). Taken together, our data emphasize the clinical relevance of RBC storage time on the well-being of patients following PHx and blood transfusion.

## 2. Materials and Methods

### 2.1. Animal Experiments

All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC) of the Hebrew University (NIH approval number OPRR-A01-5011). Adult male Sprague-Dawley rats weighing 300 ± 20 gr were used for all experiments.

#### 2.1.1. RBC Collection and Storage

Approximately 10 mL of blood was collected from the heart of each rat and centrifuged at 1400 rpm for 10 min. The serum was discarded, and the remaining RBCs were stored in blood bags with CPDA-1 at 4 °C.

#### 2.1.2. PHx, Controlled Bleeding and Resuscitation Procedures

Rats were anesthetized with an intraperitoneal injection of 100 mg/kg ketamine and 5 mg/kg xylazine. The femoral arteries were cannulated for controlled bleeding (3 mL of blood was extracted at a rate of 1 mL/min) and RBC transfusion (3 mL of blood was injected at a rate of 1 mL/min). PHx was performed by resection of 50% of the total liver mass by removing the median and left lateral lobes, as previously described [22,23]. Rats were sacrificed one, two, four, and seven days post-PHx (n = 6 rats/time point). Liver tissue was snap-frozen in liquid nitrogen and stored at −80 °C for RNA extraction or fixed in formalin for histological evaluation. Blood samples were also collected for blood cell count and measurement of liver enzyme levels and serum cytokine levels. Liver enzyme levels in serum [alanine aminotransferase (ALT) and aspartate aminotransferase (AST)] were determined using a Reflotron analyzer (Roche, Mannheim, Germany). For measurement of serum prothrombin time, sodium citrate (0.105 M) was immediately added to the blood sample at a ratio of 1:10 (*v*/*v*), and values were recorded with a Beckman Coulter ACL 9000 Coagulation Analyzer according to the manufacturer’s instructions.

#### 2.1.3. Experimental Groups

(1) **Naïve** (n = 8): no PHx, no RBC transfusion; (2) **PHx** (n = 24): animals underwent 50% PHx; (3) **F-RBC transfusion** (n = 24): animals underwent controlled bleeding prior to 50% PHx and resuscitation with F-RBCs, 10 min post-PHx; (4) **S-RBC transfusion** (n = 24): animals underwent controlled bleeding prior to 50% PHx and administration of 7-day-old S-RBCs, 10 min post-PHx. It was previously shown that storage of rat RBCs for one week in CPDA-1 produces a storage lesion similar to human RBCs stored for four weeks [15].

#### 2.1.4. KCs Depletion and HO-1 Inhibitor Administration

Selective KC depletion was performed as described previously [26] on an additional 14 rats/group that were sacrificed on days one or two post-PHx (7 rats/time point). Briefly, 24 h prior to PHx, 1.5 mL of liposomes encapsulating the drug, dichloromethylene-diphosphonate (Cl_2_MDP; clodronate; **Cld**) (kindly provided by Prof. Chezy Bernholtz, Hebrew University, Israel) were injected I.V. into the tail vein. Control rats received I.V. administration of saline (0.9% NaCI) in an equal volume. The HO-1 inhibitor, **SnPP** (Sn(IV) mesoporphyrin IX dichloride; Frontier Scientific, Carnforth, UK), was dissolved in 0.2 N NaOH and then back titrated to pH7 with HCl. An additional group of 16 rats received subcutaneous injections of either SnPP (10 μmoles/kg of body weight) or vehicle 12 h prior to PHx, bleeding, and RBC resuscitation. They were subsequently sacrificed one day post-PHx (POD1).

#### 2.1.5. Isolation of Hepatic Monocytes by FACS Sorting

Rats were sacrificed one day post-PHx, and their livers were perfused at a flow rate of 10 mL/min using 100 mL of PPML (5.36 mM KCl, 0.44 mM KH_2_PO_4_, 4.17 mM NaHCO_3_, 138 mM NaCl, 0.38 mM Na_2_HPO_4_, 5 mM glucose, 0.5 mM EDTA, 50 mM Hepes, PH7.35) and 100 mL PM (0.78 mM MgSO_4_, 0.44 mM MgCl_2_, 0.134 mM Na_2_HPO_4_, 0.44 mM KH_2_PO_4_, 5.36 mM KCl, 50 mM Hepes, 138 mM NaCl, 11 mM dextrose, 2 mM CaCl_2_, 4% BSA, PH7.4), containing liberase (0.04 mg/mL; Roche, Indianapolis, IN, USA). The perfused liver was excised and incubated in PM/liberase solution, and immune cells were isolated by centrifugation. After perfusion and hepatocyte removal, cells were incubated with PE-conjugated anti-rat CD11b antibody (Biolegend, San Diego, CA, USA) and sorted using a FACSAria III Cell Sorter (BD Biosciences, San Jose CA, USA). Total RNA was extracted from CD11b+ cells with an RNeasy Mini Kit (Qiagen, Austin, TE, USA) and stored at −80 °C.

### 2.2. Histological Evaluation

#### 2.2.1. Histology and Immunohistochemistry

Liver samples used for histological evaluation were fixed in formalin, paraffin-embedded, and stained with hematoxylin and eosin (H&E). Apoptosis was assessed by immunostaining with TUNEL (Roche Diagnostics Corp, Indianapolis, IN, USA). Slides were counterstained with DAPI. To assess cell proliferation, BrdU (Sigma Aldrich, St Louis, MO, USA) was injected I.P. (100 mg/kg) into rats three hours prior to euthanasia, and liver tissue sections were stained as follows: antigen retrieval was performed with citrate buffer (0.01 M), and sections were incubated with mouse anti-BrdU antibody (1:200; Neomarker, Fremont, CA, USA). Hepatic macrophages were observed by antigen retrieval with protease type XXIV (Sigma) and immunostained with monoclonal mouse anti-rat CD68 (ED1; BioRad, Hercules, CA, USA) for total macrophages and monoclonal mouse anti-rat CD163 (ED2; BioRad, Hercules, CA, USA) for activated macrophages. PAI-1 was detected with rabbit anti-PAI-1 antibody (1:200; Abcam, Cambridge, UK). For each immunostaining, the number of positive cells per high power field (HPF; magnification ×200) was counted in 10 randomly selected fields per liver (6 rats/group/time point), and the mean value ± SD was determined.

#### 2.2.2. Measurement of Cell Size

Digital imaging of 5 μm liver sections prepared from formalin-fixed, paraffin-embedded samples stained with mouse anti-β-catenin (BD Biosciences, San Jose, CA, USA) following antigen retrieval with citrate buffer (0.01 M), followed by goat anti-mouse IgG Alexa 488 (1:400; Abcam) were photographed at a magnification of ×400. Hepatocyte size was measured as area in pixels using ImageJ (NIH) software on 100 hepatocytes per rat.

### 2.3. Bioinformatics Analysis

#### 2.3.1. Gene Expression Profiling

Total RNA was isolated from frozen liver tissues with TRIzol reagent according to the manufacturer’s instructions (n = 3 rats/group). Amplified and biotinylated sense-strand DNA was prepared according to the standard Affymetrix protocol from a total of 100 ng RNA (Expression Analysis WT PLUS Technical Manual 2013, Affymetrix). Following fragmentation, 2.3 μg of biotinylated sense-strand DNA was hybridized for 16 h at 45 °C on a GeneChip Rat Gene 2.0 ST Array. GeneChips were washed and stained in the Affymetrix Fluidic Station 450 and were then scanned using an Affymetrix Gene Chip Scanner 3000. Pre-processing was performed with Affymetrix tools and two algorithms for summarizing microarray probes, namely, the Robust Multichip Average (RMA) algorithm and the Probe Logarithmic Intensity Error (PLIER), which were deployed to increase the statistical power of gene differentiation analysis. Gene and gene ontology (GO) annotations were determined for each probe set according to the Affymetrix annotation files. Differentially expressed gene sets were then selected, with the *t*-test *p*-value cut-off set for accumulating reasonably sized gene sets. With these sets of genes, an enriched GO term analysis was performed, leading to GO-based clustering. We performed a KEGG-based pathway search and GO enrichment analysis on the log-normalized expression values. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE216924 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216924 (accessed on 5 September 2022)).

#### 2.3.2. qRT-PCR

Liver tissue was homogenized, and RNA was extracted with the RNeasy Mini Kit (Qiagen, Austin, TX, USA) according to the manufacturer’s instructions. cDNA synthesis was performed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Cheshire, UK). Quantitative PCR was used to determine the levels of expression by means of an SYBR Green PCR Kit (QuantaBio, Beverly, MA, USA) on the CFX384 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). The relative expression of target genes was normalized to HPRT housekeeping gene levels. The primer sequences used are listed in Table 1.

#### 2.3.3. Protein Extraction and Western Blotting

Total protein was extracted from the livers with Radioimmuno Precipitation Assay lysis buffer. Cell lysates containing 50 μg of total protein were subjected to SDS-PAGE gels and transferred to nitrocellulose membranes (1704158; Bio-Rad, Hercules, CA, USA). The membranes were blocked in 1% non-fat milk and then incubated with the primary antibody, mouse anti-human HO-1 monoclonal IgG1 Kappa (Stress Marq), at a dilution of 1:1000 or with anti-β-actin (MP Biomedicals, Irvine, CA, USA) overnight at 4 °C. The signals were developed with an enhanced chemiluminescence solution (Bio-Rad, Hercules, CA, USA) and visualized on a Bio-Rad bioluminescence device. The intensity of the bands was quantified using ImageJ, and the results were normalized to actin.

### 2.4. In Vitro Analysis

#### Co-Cultures of Human RBCs and Macrophages

**Human monocytes** were isolated from the peripheral blood of human donors using the Human Monocyte Isolation Kit (EasySep, StemCell Technologies) and Ficoll according to the manufacturer’s instructions and seeded on 12-well plates at 5 × 10^5^/well in RPMI medium (Gibco, NY, USA) containing 10% FCS (Gibco, NY, USA), 1% penicillin/streptomycin (Biological Industries, Beit Haemek, Israel) and 1% L-glutamine (Hyclone, Logan, UT, USA).

**RBCs** were isolated from human peripheral blood as described above in *RBC collection and storage* and either stored at 4°C for 21 days (S-RBCs) or used the same day (F-RBCs). F-RBCs or S-RBCs from the same donor were added two days after seeding the peripheral blood monocytes. Conditioned media (CM) from this co-culture was collected 24 h later.

**HepaRG cells** were cultured in Williams Medium (Gibco, NY, USA) containing 10% FCS (Gibco, NY, USA), 1% penicillin/streptomycin (Biological Industries, Beit Haemek, Israel), 1% L-glutamine (Hyclone, Logan, UT, USA), 0.05 mM hydrocortisone (Sigma Aldrich, Taufkirchen, Germany) and 0.5% insulin and seeded on 96-well plates at 1 × 10^4^ cells/well for 48 h. The cells were then cultured in a starvation medium (Williams medium with 1% FCS) for 24 h prior to the addition of 200 μL CM per well for an additional day. The effect of the CM on HepaRG cell proliferation was determined by using an XTT proliferation assay (Biological Industries, Beit Haemek, Israel). To identify secreted factors in the CM, we used a Proteome Profiler Antibody Array (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instructions.

### 2.5. Statistical Analysis

One-way analysis of variance (ANOVA) for repeated measurements was used to determine statistical significance between experimental groups, followed by the Student–Newman–Keuls post hoc test. In cases where data were distributed unevenly, the Mann–Whitney U test was used to determine statistically significant differences between groups. For multiple comparisons, the *p*-value was subsequently adjusted with the Bonferroni method. Paired Student’s *t*-test (two-tailed) was used for comparisons within groups. We considered a two-tailed value of *p* < 0.05 statistically significant. Results are presented as means ± SD. Data were analyzed using GraphPad (Prism 8.02; San Diego, CA, USA).

## 3. Results

### 3.1. The Effect of RBC Storage Time on Hepatocyte Proliferation and Hypertrophy

In order to determine the effect of stored RBCs transfusion on liver regeneration following PHx, we performed 50% PHx on Sprague-Dawley rats, bled them, administered F-RBCs or S-RBCs, and then quantified hepatocyte proliferation at various times post-PHx, by BrdU incorporation. One day post-PHx, approximately 27% and 20% of liver cells were BrdU-positive in control hepatectomized rats (PHx) and rats that were bled and transfused with F-RBCs (F-RBC), respectively (*p* > 0.05). The percentage of BrdU-positive cells in both cases was significantly higher than in rats that underwent PHx and bleeding without resuscitation, in which only 2% of hepatocytes were BrdU-positive [24]. Interestingly, following transfusion with S-RBC, only 5% of the cells were BrdU-positive, revealing similar proliferation rates to those of rats that were bled and not transfused, suggesting that administration of S-RBCs halts liver cell proliferation one day post-PHx (Figure 1A,B). Four and seven days after surgery, the number of BrdU-positive cells declined to approximately 3% in all groups, in accordance with past studies showing that in rats, peak hepatocyte proliferation occurs within 24 h of PHx [3]. Concurrently, liver mass restoration was significantly attenuated on the first four days post PHx and S-RBC resuscitation (Figure 1C).

Following PHx, significant weight loss is one of the predictors of adverse outcomes post-surgery. To determine the effect of transfusion of F-RBCs versus S-RBCs on weight loss following PHx, we recorded the body weight of the rats prior to surgery and again preceding sacrifice. As opposed to a 3.7% body weight loss in rats that received a transfusion of F-RBCs following PHx, those animals receiving S-RBCs lost 6.5% of their body weight (*p* < 0.001).

In healthy animals and humans, liver regeneration is a tightly regulated process achieved through a combination of hypertrophy and hyperplasia and involves resident liver cell populations as well as growth factors, cytokines, and extracellular matrix, in addition to other regulators. We showed previously that in rats that underwent PHx and controlled bleeding in the absence of RBC resuscitation, hepatocytes undergo hypertrophy to compensate for their inability to proliferate effectively [24]. In this study, we measured the size of hepatocytes in liver sections one day after PHx, controlled bleeding, and RBC transfusion. The cell size of hepatocytes from rats receiving S-RBCs was not significantly different from the size of hepatocytes in the livers of control naive rats. In contrast, enlarged cell size was observed in groups of animals after PHx that were not transfused as well as in animals receiving blood transfusions with F-RBCs (Figure 1D,E). This suggests that hypertrophy of hepatocytes is diminished by S-RBC transfusion and that administering F-RBCs may be beneficial to liver regeneration. It is interesting to note that the delay in liver regeneration due to resuscitation with S-RBCs was also associated with increased apoptosis (Figure 1F,G). However, the overall number of apoptotic cells was low, suggesting that this mechanism only plays a minor role in inefficient liver regeneration.

### 3.2. Blood Count and Liver Enzymes following PHx and Blood Transfusion

PHx, concomitant with bleeding and administration of S-RBCs, caused a significant reduction in RBC count, hemoglobin levels, and hematocrit one day post-PHx as compared to controls and those transfused with F-RBCs (Supplemental Figure S1A–C). However, two days after PHx, F-RBC transfusion caused a similar reduction. We further checked prothrombin time in rats, one and two days post-PHx, and resuscitation. In both F-RBC and S-RBC groups, measurements were slightly increased but stayed within normal limits (Supplemental Figure S1D). Resuscitation with S-RBCs was associated with increased liver injury six hours after surgery, as reflected by the significantly elevated ALT levels (2.3-fold, *p* < 0.05; Supplemental Figure S1E) as compared to rats post-PHx that were transfused with F-RBCs. This observed liver damage could lead to attenuation in liver regeneration.

### 3.3. Initiation and Termination of Cytokine Levels in Livers following PHx and RBC Transfusion

Cytokines are known to play key roles as mediators in both the initiation and termination phases of liver regeneration [25]. We determined the levels of initiation and termination cytokines present in liver tissues at 6 and 12 h post-PHx. Six hours post-PHx, IL-6 initiation cytokine expression in rats transfused with F-RBCs was significantly higher than in animals after PHx alone or those receiving S-RBCs. IL-6 expression 24 h post-PHx and TNF-α levels at either time point showed insignificant differences between groups (Figure 2). In contrast, HGF expression was significantly upregulated in rats receiving S-RBCs, at both time points. The termination cytokine, TGF-β, was expressed at significantly higher levels in the S-RBC group than in the animals receiving F-RBC six hours after surgery, while IL1-β mRNA levels were not significantly different between these groups at either time point (Figure 2). While IL-6 and TNF-α play a critical role in the initiation and progression of liver regeneration, IL-10 was shown to negatively regulate liver regeneration via suppression of the inflammatory response. In our samples, there was no significant difference in levels of IL-10 expression between groups at either time point. Taken together, the types of cytokines expressed following PHx in the livers of rats receiving F-RBCs versus S-RBCs are not likely to be the main regulators of the altered regeneration kinetics.

### 3.4. Storage Time of Transfused RBCs Affects Expression of Genes Associated with Tissue Regeneration

In order to determine genes and pathways involved in differing liver regeneration rates that depend on the storage time of transfused RBCs, we performed transcriptome profiling (RNA-seq) on total RNA extracted from the livers of 12 rats, one day post-PHx. 

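Liver gene expression was measured on GeneChip Rat Gene 2.0 ST arrays, on which labelled DNA made from liver RNA binds to short probes, and the brightness of each probe set reflects the amount of its transcript. There was 1 array per rat and 3 rats per group. The 12 arrays that the paper reports are of naive rats, of rats with 50% PHx alone, and of rats with PHx that were bled of 3 ml and resuscitated with F-RBCs or with S-RBCs stored for 7 days. All livers of rats with PHx were taken on day 1. Another 6 arrays of the same series, of rats with PHx and bleeding without resuscitation and of such rats given 10% HAES, a starch plasma expander, were fitted in the same model and add to its estimate of the spread between rats.

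The deposited values are intensities on a linear scale, summarised by the authors for all probe sets of the array and lying between 1e-05 and 8721. The submitters' processing notes name Affymetrix Power Tools and PLIER, and the methods name both RMA and PLIER. Which of these made the deposited values, and their versions, are not given in the sources used here. The median intensity of an array was 16.1 to 18.6 (median 17.9) in naive rats, 17.6 to 19.1 (median 18.2) after PHx, 20.9 to 22.7 (median 22.5) after F-RBCs and 18.0 to 20.1 (median 19.0) after S-RBCs, so the arrays had not been brought to 1 common level. Values are given as log2(intensity + 16) with no further normalization, and the added 16 makes changes of dim genes smaller. Groups were compared with limma, fitting 1 mean per group over 18 arrays, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method, with 0.05 as the threshold. The methods name a t-test whose p cut-off was set to give gene sets of reasonable size. The array annotation gives 1 gene symbol for 18511 probe sets, several for 575 and none for 17599. Gene lists were tested over 18166 genes, each represented by its brightest probe set. The precision of every value is limited by the number of arrays.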

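Compared with livers of rats given F-RBCs, livers of rats given S-RBCs had higher levels of Idi1, Asns and Hgf and lower levels of Amdhd1, Hal and Plk1 (3 rats per group). Idi1, Sqle and Fdps, enzymes of cholesterol synthesis, were higher by log2 fold changes of 2.24, 1.62 and 1.54. Their log2 levels were 8.65, 8.24 and 9.08 after S-RBCs and 6.40, 6.62 and 7.54 after F-RBCs. After PHx alone they were at 8.11, 7.98 and 9.03, nearer to the S-RBC levels. Asns, which makes asparagine, rose by 1.72, and Psat1 and Psph, enzymes of serine synthesis, rose by 1.61 and 0.88. Asns was at 7.82 after S-RBCs, 6.10 after F-RBCs and 6.14 after PHx alone, so its PHx level lay near that of F-RBC rats. Hgf, the hepatocyte growth factor, was at 8.69 ± 0.23 (SD, n = 3) on the log2 scale after S-RBCs and at 7.42 ± 0.31 (SD, n = 3) after F-RBCs, a log2 fold change of 1.27 (SE 0.22, adjusted p = 0.031 from limma). Its level was 7.89 ± 0.07 in naive rats and 7.79 ± 0.51 after PHx alone.

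Plk1, a kinase that drives mitosis, was at 5.84 ± 0.59 (SD, n = 3) after S-RBCs and at 7.32 ± 0.31 (SD, n = 3) after F-RBCs, a log2 fold change of −1.48 (SE 0.28, adjusted p = 0.036 from limma). Nuf2, which ties chromosomes to the spindle, and Tubb5, a tubulin, fell, with log2 fold changes of −1.55 and −1.47. Rrm2, a subunit of the enzyme that makes DNA precursors, fell by 1.44, and its second probe set fell by 1.33. Amdhd1 and Hal, enzymes of histidine breakdown, were at −2.07 and −1.72. The level of Hal was 7.26 after S-RBCs, 7.58 after PHx alone and 8.98 after F-RBCs. The other genes named by the same rule were Tsc22d3, a gene induced by glucocorticoids, Ubxn2a and Zfp654, which rose by 1.38, 1.00 and 0.93, and Arrdc3, Acsm5, Matn3 and Tppp, which fell, at −1.67, −1.60, −1.55 and −1.51. Standard errors were 0.16 to 0.35 and adjusted p-values 0.022 to 0.048 for the 10 genes that rose, and 0.25 to 0.40 and 0.022 to 0.047 for the 10 that fell. These are the 10 largest changes each way among genes past the threshold whose 3 arrays of 1 group all lay above the 3 of the other. Groups parted in this way in 21.1% of all probe sets, against 10% by chance.

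**Figure D1:**
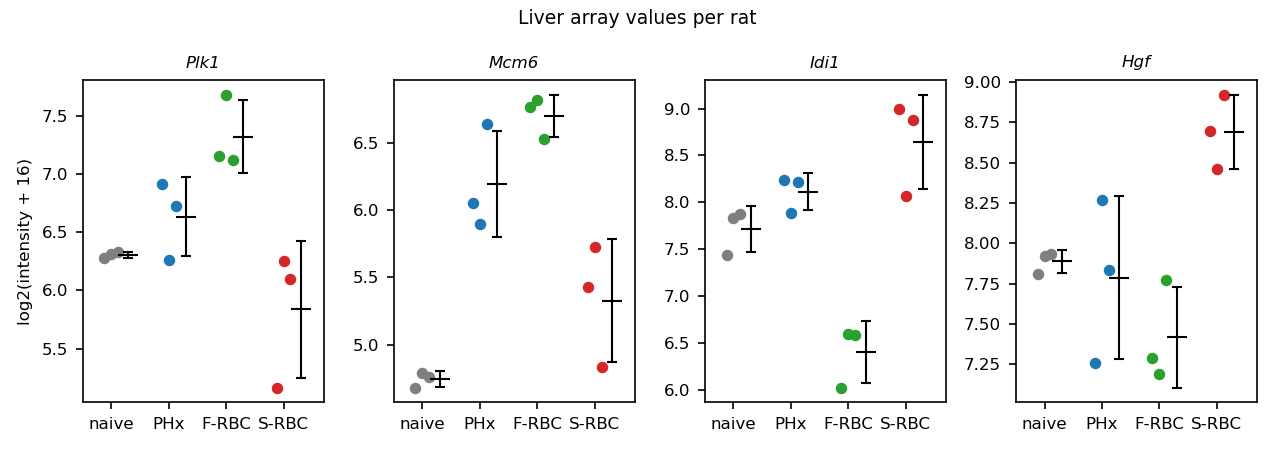
Array values of Plk1, Mcm6, Idi1 and Hgf in the livers of naive, PHx, F-RBC and S-RBC rats, as log2(intensity + 16) on axes that do not start at 0. Each dot is 1 rat, the black bar is the group mean and the whiskers are ± 1 SD (n = 3). The 3 S-RBC rats lie below the 3 F-RBC rats for Plk1 and Mcm6 and above them for Idi1 and Hgf.

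Between S-RBC and F-RBC rats, 372 probe sets differed by more than 2-fold after 16 was added to each intensity. Of these, 109 were higher and 263 lower after S-RBCs, and 71 were past the threshold. In all, 182 probe sets were past it, 29 higher and 153 lower, of which 98 carry 1 gene symbol. More than 2-fold differences were found in 316 probe sets between PHx and naive rats (85 of them past the threshold), in 290 between F-RBC and PHx rats (42), in 466 between S-RBC and PHx rats (176), in 754 between F-RBC and naive rats (568) and in 641 between S-RBC and naive rats (448). In at least 1 of these 6 comparisons, 1520 probe sets differed by more than 2-fold, and 903 of them were past the threshold in the same comparison. All these 2-fold counts are of intensities with 16 added. A dim probe set therefore had to differ by well over 2-fold in intensity itself to be counted. Counts of 2-fold differences in the intensities themselves were not made.

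The number past the threshold between S-RBC and F-RBC rats was 2 without F-RBC replicate 1, 4 without F-RBC replicate 2, 101 without F-RBC replicate 3, 3 without S-RBC replicate 1 and 690 without S-RBC replicate 3, and of 30 genes named as past it in this comparison 0, 3, 17, 1 and 27 stayed past it in these fits. It was 57 with an offset of 1, 25 with the 12 arrays alone, 497 with array weights, 0 with only the groups compared and 1 by the test of the methods after adjustment, and its division into higher and lower was 61 and 83 after quantile normalization and 125 and 73 after median centring of the arrays. At an unadjusted p under 0.05 there were 6804 probe sets by limma and 4051 by the test of the methods. Of the latter, 169 had a difference of more than 2-fold, again with 16 added to each intensity.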

Bioinformatics analysis revealed numerous genes that were differentially expressed by more than two-fold between the different groups of rats. Principle component analysis (PCA) of the liver samples for all probe sets available in the Affymetrix array using a covariance matrix shows that the three replicates of each group cluster together, and the overall expression levels of each group are distinctly different from other groups (Figure 3A). 

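In the livers of the 12 rats, the nearest array of each array, by Euclidean distance over all probe sets, was of its own group in 12 of 12 arrays. This number was 11 of 12 after quantile normalization and after median centring, 10 of 12 with an offset of 1 and 14 of 18 with all 18 arrays. With 1 replicate left out it was 9 to 11 of 11. The mean distance was 71.7 within groups and 84.5 between groups (one-sided exact permutation test, p = 6.49e-05, the smallest that the possible divisions of the arrays allow). PC1 held 22.7% of the variance and PC2 20.5%. On PC1 the groups lay at −37.4 ± 16.2 (naive), −4.71 ± 14.9 (PHx), 27.7 ± 11.5 (F-RBC) and 14.5 ± 11.0 (S-RBC; mean ± SD, n = 3 each). On PC2 the F-RBC rats lay at −21.1 ± 5.37 and the S-RBC rats at 27.9 ± 43.3, with S-RBC replicate 1 at 77.8 and the other two at 3.26 and 2.51. S-RBC replicate 1 correlated with the other 17 arrays at r = 0.911 to 0.938 across probe sets, which are not independent replicates, while each of those had at least 1 array at r = 0.9675 or more.

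After F-RBCs, Rrm2 and Hal were higher than after PHx alone by log2 fold changes of 1.47 (SE 0.27, adjusted p = 0.038 from limma) and 1.39 (SE 0.25), and Papss2, which makes the sulfate donor of the cell, Ppif, a mitochondrial cyclophilin, and Crygc by 1.34, 1.29 and 1.23. Fis1, a protein of mitochondrial fission, Fdps, Rps19l3 and B4galt1 fell, with log2 fold changes of −1.66, −1.49, −1.14 and −0.93, and Entpd7 was at −1.08 (adjusted p = 0.058). After S-RBCs, Asns and Psat1 were higher than after PHx alone by 1.68 and 1.55, and Abcg2, a transporter that exports porphyrins, Lin7a and Slc13a3 by 1.55, 1.35 and 1.29. Spp1 (osteopontin), Mmp12 (macrophage elastase), Tagln, a marker of smooth muscle and activated stellate cells, Gpnmb and Plpp2 were lower after S-RBCs than after PHx alone, with log2 fold changes of −3.29 (SE 0.61, adjusted p = 0.018 from limma), −3.26, −3.17, −2.66 and −2.09. Against naive rats, Lcn2 (lipocalin 2), which binds bacterial iron carriers, was higher by 5.46 after F-RBCs and by 6.20 after S-RBCs, and Cyp2b1, a drug-metabolizing enzyme, by 5.27 and 5.02. A2m and Lbp, acute phase proteins, were higher by 2.68 and 2.77 after F-RBCs and by 3.80 and 2.87 after S-RBCs, as were Cyp2b2 (2.71) after F-RBCs and Spink1 (2.92) after S-RBCs. Scd, which makes unsaturated fatty acids, had log2 fold changes of −3.74 after F-RBCs and −2.63 after S-RBCs, Stac3 of −3.12 and −3.52, and Sult1c2al1 of −2.70 and −3.00. Cfap95 and Lpin1 were at −2.22 and −2.18 after F-RBCs, and Nrep and Sds, an enzyme of serine breakdown, at −3.53 and −2.53 after S-RBCs.

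Past the threshold were 63 probe sets between F-RBC and PHx rats (25 higher, 38 lower), 269 between S-RBC and PHx rats (189 higher, 80 lower), 2264 between F-RBC and naive rats (1796 higher, 468 lower) and 1235 between S-RBC and naive rats (940 higher, 295 lower). Of these, 34, 109, 169 and 197 belong to 269 probe sets, Fis1 and Ppif among them. In these 269, all 9 arrays of F-RBC, S-RBC and HAES rats lay on 1 side of the other 9. The other 9 are of naive rats, rats with PHx alone and rats with PHx and bleeding without resuscitation. After median centring the higher and lower numbers were 10 and 66, 215 and 152, 475 and 953, and 705 and 438, and after quantile normalization the last 3 pairs were 238 and 157, 864 and 852, and 780 and 540. The median log2 fold change of all probe sets, 0.10 between F-RBC and PHx rats and 0.14 between F-RBC and naive rats, was −0.05 and −0.04 after median centring. Between F-RBC and PHx rats the number was 5 and 7 without PHx replicates 2 and 3 and 10 and 8 without F-RBC replicates 1 and 2. Between S-RBC and PHx rats it was 87 and 47 without PHx replicates 1 and 3 and 56 and 118 without S-RBC replicates 1 and 3. Against naive rats it was 554, 1200 and 1431 without naive replicates 1, 2 and 3 and 1373, 621 and 1166 without F-RBC replicates 1, 2 and 3 for F-RBC rats, and 445 and 733 without naive replicates 1 and 2 and 739 without S-RBC replicate 1 for S-RBC rats. Of the genes named as past the threshold, 1 to 4 of 10, 3 to 10 of 11, 9 to 10 of 10 and 8 to 9 of 10 in these 4 comparisons stayed past it with each replicate left out.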

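Genes of mitosis were lower in the livers of S-RBC rats than of F-RBC rats in 45 of 45 cases, with a median log2 fold change of −0.69, and 18 of 20 genes of cholesterol synthesis were higher, with a median of 0.70. Genes of the urea cycle and amino acid catabolism were lower in 20 of 26 cases, with a median of −0.32 (−0.20 after median centring). Of 39 gene lists fixed before the data were examined, 8 differed between the groups by limma's camera test with its preset correlation of 0.01 between genes, 3 upward and 5 downward. None of the 39 passed with a correlation estimated from the arrays.

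Of the mitosis genes, 6 fell and 0 rose (39 fell and 0 rose when adjusted over the list alone). Prc1, which bundles the spindle in late mitosis, and Pttg1 (securin), which keeps sister chromatids together, fell, with log2 fold changes of −1.09 and −0.97. The list was lower at an adjusted p = 1.5e-18 (adjusted p = 0.61 with an estimated correlation), and by fry, which asks whether its genes move on balance one way, at an adjusted p = 0.020. Of the cholesterol synthesis genes, 3 rose and 0 fell (10 and 0 when adjusted over the list alone), namely Idi1, Fdps and Sqle, and the list was higher at an adjusted p = 2.63e-13 (adjusted p = 0.61 with an estimated correlation and 0.083 by fry). Hsd17b7 of this list had a log2 fold change of 0.99 (adjusted p = 0.059).

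In the list of the urea cycle and amino acid catabolism, 4 genes fell and 0 rose (9 and 0 when adjusted over the list alone). Ass1 and Asl, which make arginine in the urea cycle, fell, with log2 fold changes of −1.15 (SE 0.16, adjusted p = 0.022 from limma) and −1.06, and Gls2, the liver glutaminase, fell by 1.11, beside Hal. The list was lower at an adjusted p = 0.0021 (adjusted p = 0.99 with an estimated correlation, 0.065 by fry, and 0.058 and 0.060 without F-RBC replicate 1 and S-RBC replicate 3). Of 27 genes of the acute phase response, 21 were higher, none past the threshold (1 rose when adjusted over the list alone), with a median of 0.16 and an adjusted p = 3.87e-07 (adjusted p = 0.73 with an estimated correlation and 0.216 by fry). The median was 0.25 without F-RBC replicate 3, 0.077 after quantile normalization and 0.28 after median centring. A2m, an acute phase protein, and Il1r1, the interleukin-1 receptor, had log2 fold changes of 1.12 (adjusted p = 0.080) and 0.86 (adjusted p = 0.126). Of 23 genes of the unfolded protein response, 18 were higher and 1 rose, Asns (1 when adjusted over the list alone), with a median of 0.15 and an adjusted p = 1.89e-05 (adjusted p = 0.73 with an estimated correlation and 0.228 by fry). This median was 0.094 and 0.32 without S-RBC replicates 1 and 2, 0.040 with array weights and 0.27 after median centring. Atf4, the transcription factor that controls Asns, had a log2 fold change of 0.64 (adjusted p = 0.164).

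**Figure D2:**
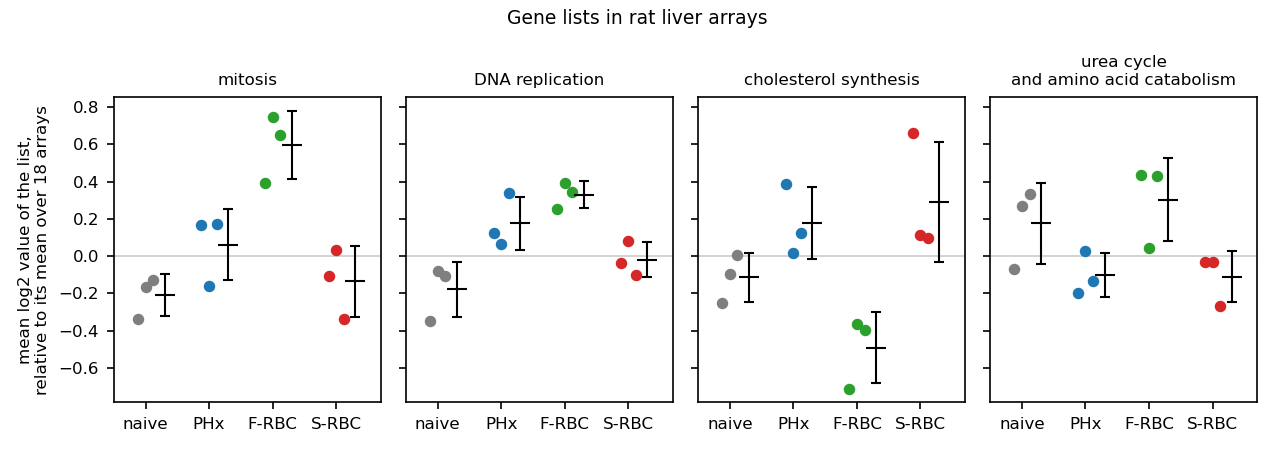
Mean log2 value of the genes of 4 lists (mitosis, DNA replication, cholesterol synthesis, urea cycle and amino acid catabolism) in each liver array of naive, PHx, F-RBC and S-RBC rats, relative to the mean of the same genes over 18 arrays. Each dot is 1 rat, the black bar is the group mean and the whiskers are ± 1 SD (n = 3). The 3 S-RBC rats lie below the 3 F-RBC rats for mitosis, DNA replication and the urea cycle and above them for cholesterol synthesis.

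Markers of B and plasma cells were lower in 14 of 16 cases, none past the threshold (5 fell when adjusted over the list alone), with a median of −0.29 and an adjusted p = 0.046 (adjusted p = 0.73 with an estimated correlation and 0.024 by fry). By camera this was 0.23, 0.061, 0.084 and 0.059 without S-RBC replicates 1 and 2 and F-RBC replicates 1 and 3, and 0.10 after quantile normalization, and the median was −0.18 without S-RBC replicate 1, −0.16 after quantile normalization and −0.17 after median centring. Markers of Kupffer cells and macrophages were higher in 16 and lower in 13 of 29 cases, none past the threshold, also when adjusted over the list alone, with a median of 0.05, a mean of −0.02 and an upward adjusted p = 0.158. The list passed upward without F-RBC replicate 3 (median 0.23, adjusted p = 2.05e-04), and its median was −0.29 and −0.074 without F-RBC replicate 1 and S-RBC replicate 3. Vsig4, a complement receptor of Kupffer cells, had a log2 fold change of 0.70 (adjusted p = 0.137) and Gpnmb, a glycoprotein of lipid-laden macrophages, −1.45 (adjusted p = 0.160). Markers of endothelial cells (8 of 17 higher, median −0.03, upward adjusted p = 0.72) and of stellate cells and fibroblasts (7 of 21 higher, median −0.18, adjusted p = 0.83) did not pass, and their medians were −0.094 and −0.45 without F-RBC replicate 1. The endothelial median was 0.015 and 0.014 without F-RBC replicate 2 and S-RBC replicate 1, 0.016 after quantile normalization and 0.090 after median centring. The stellate cell median was −0.079 without S-RBC replicate 2 and −0.060 after median centring. When adjusted over the list alone, 0 endothelial markers passed, and 1 stellate cell marker rose and 2 fell. Of 35 genes of liver regeneration signals, Hgf rose and 0 fell (the same when adjusted over the list alone), with a median of −0.10, a mean of 0.05 and an upward adjusted p = 0.245. Their median was −0.042 and −0.055 without F-RBC replicates 2 and 3, 0.0089 without S-RBC replicate 3, −0.016 after quantile normalization and 0.015 after median centring. The median log2 fold change of all genes with a symbol was −0.10, and 0.02 after median centring. Under both scalings of the arrays the lists past the threshold kept their direction.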

GO enrichment analysis showed large differences in particular molecular pathways between rats transfused with F-RBCs and those receiving S-RBCs (Supplemental Table S1). We further checked for enriched molecular pathways based on the RMA preprocessing algorithm. 

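Genes of DNA replication were lower in the livers of S-RBC rats than in those of F-RBC rats by camera at its preset correlation and by fry, though not with an estimated correlation (adjusted p = 0.73). The cell cycle list was lower by camera (adjusted p = 0.046), and neither with an estimated correlation (0.99) nor by fry (0.126). Of 35 DNA replication genes, 30 were lower, with a median log2 fold change of −0.33 (−0.22 after median centring). Mcm6, part of the helicase that opens DNA for copying, was at 5.33 ± 0.46 (SD, n = 3) after S-RBCs and at 6.70 ± 0.16 (SD, n = 3) after F-RBCs on the log2 scale, a log2 fold change of −1.38 (SE 0.24, adjusted p = 0.031 from limma). Its partners Mcm5 and Mcm7 fell, at −1.16 and −0.85, and Lig1, the ligase that joins new DNA strands, fell by 0.99. These were the 4 genes of the list that fell, and 0 rose (13 and 0 when adjusted over the list alone). The adjusted p of the list was 7.44e-05 by camera and 0.024 by fry.

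Between S-RBC and F-RBC rats the median log2 fold change of all genes with a symbol was −0.10 (0.019 after median centring). Lower genes were thus the majority among all genes too, and the counts of lower genes include this shift. Of 113 cell cycle genes, 81 were lower, with a median of −0.21 (−0.092 after median centring), and 8 fell and 0 rose, Mcm6, Mcm7, Mcm5 and Plk1 among them (21 fell and 2 rose when adjusted over the list alone). By camera its adjusted p of 0.046 was 0.129, 0.117 and 0.257 without F-RBC replicates 2 and 3 and S-RBC replicate 3, and 0.115 with an offset of 1, 0.112 without the dimmer probe sets, 0.055 with the 12 arrays alone, 0.053 with array weights and 0.084 with only the groups compared. Of 97 platelet activation genes, 78 were lower, with a median of −0.22 (−0.137 after quantile normalization and −0.10 after median centring), and none was past the threshold (2 fell when adjusted over the list alone). Src, a kinase, and F2r, the thrombin receptor, had log2 fold changes of −0.55 (adjusted p = 0.061) and −0.68 (adjusted p = 0.073). The list had an adjusted p = 0.086 (0.99 with an estimated correlation, 0.0029 without F-RBC replicate 1). Of 152 chemokine signalling genes, 111 were lower, with a median of −0.19 (−0.11 after quantile normalization and −0.075 after median centring), and none was past the threshold (2 fell when adjusted over the list alone). Cxcl10, a chemokine induced by interferon, and Prkcd, a kinase, had log2 fold changes of −0.71 (adjusted p = 0.061) and −0.76 (adjusted p = 0.073). This list had an adjusted p = 0.20 (0.99 with an estimated correlation, 0.012 without F-RBC replicate 1).

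The heat maps of Figure 3 hold 105 entries, of which 98 were matched to a probe set, and these are 88 genes, 10 of them drawn in 2 panels. Each of the 88 was lower after S-RBCs than after F-RBCs, also after quantile normalization and median centring. The study chose them on these samples, so they are not independent evidence of the direction. In Figure 3B the log2 fold changes of 30 genes had a median of −0.49, and 8 genes fell, among them Ccnd1 (cyclin D1), which leads cells out of rest, at −1.39. In Figure 3C they had a median of −0.54 over 15 genes, and 3 genes fell. In Figure 3D the median was −0.36 over 26 genes and in Figure 3E −0.39 over 27, and none was past the threshold. Myl12a, a myosin light chain, Col1a1, a collagen chain, and Syk, a kinase of platelets and leukocytes, had log2 fold changes of −0.98 (adjusted p = 0.134), −0.79 (adjusted p = 0.093) and −0.71 (adjusted p = 0.168). Adcy4 and Rac1 were at −0.70 (adjusted p = 0.115) and −0.64 (adjusted p = 0.174). Among the groups drawn, F-RBC rats had the highest mean in 26, 13, 18 and 25 of these genes and S-RBC rats the lowest in 23, 5, 20 and 22, while naive rats had the lowest in 7, 10, 4 and 3.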

Figure 3 shows heat maps of four selected pathways that significantly differ between groups of rats receiving F-RBC and S-RBC resuscitation: cell cycle (Figure 3B), DNA replication (Figure 3C), platelet activation (Figure 3D), and chemokine signaling (Figure 3E). The top 30 genes for each pathway are listed (Table S1).

### 3.5. Expedited Macrophage Activation following Transfusion with S-RBCs

Studies have shown that macrophages play a major role in the initiation of liver regeneration. Therefore, we decided to examine the role of macrophages in the process of liver regeneration following PHx combined with RBCs transfusion. Initially, we quantitated the number of macrophages that were present in rat livers post-surgery by immunostaining liver tissue sections with an antibody against the macrophage marker CD68 (ED1). During the first two days post-PHx, the number of CD68+ cells increased; however, no significant difference was detected in the percentage of macrophages between the livers of control animals (PHx) and those receiving transfusions of F-RBCs or S-RBCs, post-PHx (Figure 4A,B). Yet, four days after PHx, the percentage of CD68+ cells decreased 8-fold in rats transfused with S-RBCs as compared with either untranfused rats post-PHx or those receiving F-RBCs (*p* < 0.001). The difference in the percentage of CD68+ cells was resolved seven days post-PHx, and livers in all groups contained a similar number of CD68+ cells. We then stained liver tissue sections with a marker of activated macrophages using an anti-CD163 (ED2) antibody. One day after PHx, significantly more CD163+ cells were observed in rats transfused with S-RBCs as compared to untransfused rats post-PHx and rats administered F-RBC transfusion (*p* = 0.02; Figure 4C,D). However, this expedited response was short-lived, and by four days post-PHx, the percentage of CD163+ cells in this group was 4-fold less than the control and F-RBC-transfused groups. As with CD68+ cells, the percentages of CD163+ cells were similar in all groups seven days post-PHx. These results indicate that the activation of macrophages immediately following PHx, perhaps caused by the presence of S-RBCs, may prematurely halt liver regeneration.

Intracellular adhesion molecule (ICAM)-1, a member of the immunoglobulin superfamily, is a well-described adhesion molecule expressed on many cell types, including endothelial cells, epithelial cells, and fibroblasts. ICAM-1 is overexpressed in response to pro-inflammatory mediators such as TNF-α and IL-1. By using ICAM-1^−/−^ mice, the central role of ICAM-1 and leukocyte recruitment in triggering liver regeneration in vivo was demonstrated [29]. Since we noticed increased macrophage activation in rats administered S-RBCs, we assessed the expression of ICAM-1 in rat liver samples obtained one day post-PHx. Indeed, a significantly higher percentage of blood vessel cells were positive for ICAM-1 in rats that received S-RBC compared to rats receiving F-RBC (Figure 4E,F). The elevated ICAM-1 level may contribute to macrophage activation.

### 3.6. The Role of Macrophages in Liver Regeneration following PHx

The next step was to ascertain the role of macrophages in our in vivo model by monitoring hepatocyte proliferation after depleting the hepatic macrophage cell population prior to PHx. Towards this end, liposomal clodronate, a potent anti-macrophage agent, was administered to the rats 24 h prior to PHx, and we measured hepatocyte proliferation by BrdU incorporation. In agreement with previous reports, we observed the absence of macrophages upon liposomal clodronate administration. Interestingly, one-day post-PHx, hepatocyte proliferation increased in all animals that underwent PHx following macrophage depletion as compared to the non-depleted groups, with a significant elevation in rats that were transfused with S-RBCs (Figure 4G,H). Taken together, it is tempting to suggest that activated hepatic macrophages may suppress liver regeneration following PHx and that this inhibitory effect may be enhanced by transfusion with S-RBCs.

### 3.7. The Effect of Conditioned Media (CM) from Macrophage-RBC Co-Cultures on Hepatocyte Proliferation

To further elucidate the underlying mechanism by which macrophages affect liver regeneration after PHx and blood transfusion, we established an in vitro system. Monocytes isolated from five healthy human donors were co-cultured for 24 h with either F-RBCs or RBCs drawn from the same donor and stored for 21 days (S-RBC). CM from the co-culture was collected and added to the HepaRG human hepatoma cell line. After 24 h, HepaRG proliferative ability was analyzed using the XTT proliferation assay. The proliferation of cells grown in CM from the macrophages + S-RBC co-culture was significantly inhibited in contrast to proliferation levels of cells grown in CM from F-RBCs only or macrophages co-cultured with F-RBCs (Figure 5A). These results infer a possible macrophage-mediated inhibition of hepatocyte proliferation.

To broaden our understanding of the pathways involved in this inhibitory effect, we performed a Proteome Profiler Antibody Array on the CM described above (Figure 5B). This assay allowed us to identify the factors that are secreted into the co-culture medium that may affect hepatocyte proliferation. Few pro-inflammatory cytokines, including IL-17A and IL-8, were expressed at higher levels in the CM from the macrophage + S-RBC co-culture than in other conditions (Figure 5B,C). In contrast, angiogenin, which is known to reduce immune inflammation in certain contexts [30], was suppressed in the macrophage + S-RBC co-culture CM. Our data hint at the possibility that pro-inflammatory cytokines secreted from macrophages exposed to S-RBCs are an additional process by which hepatocyte proliferation is inhibited [31].

### 3.8. The Function of Heme Oxygenase-1 (HO-1) in Liver Regeneration

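Hmox1, which encodes HO-1, the enzyme that breaks down heme, was at 7.56 ± 0.46 (SD, n = 3) on the log2 scale of the liver arrays after S-RBCs, at 6.44 ± 0.36 (SD, n = 3) after F-RBCs, at 8.17 ± 0.79 (SD, n = 3) after PHx alone and at 6.80 ± 0.67 (SD, n = 3) in naive rats. The 3 S-RBC rats, at 7.05 to 7.92, lay above the 3 F-RBC rats, at 6.07 to 6.78. The log2 fold change was 1.11 (SE 0.39, 95% confidence interval 0.28 to 1.94), which did not pass over all probe sets (adjusted p = 0.149 from limma; exact permutation test, two-sided p = 0.1, the smallest that 3 rats against 3 allow).

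Of 29 genes of heme and iron handling, 14 were higher and 15 lower after S-RBCs than after F-RBCs, and none was past the threshold, also when adjusted over the list alone. Their median log2 fold change was −0.0062, their mean was 0.04, and the list had an upward adjusted p = 0.158 (0.90 after quantile normalization). The median has no steady sign. It was −0.115 and −0.020 without F-RBC replicate 1 and S-RBC replicate 1, 0.039 and 0.075 without F-RBC replicates 2 and 3, 0.037 and 0.049 without S-RBC replicates 2 and 3, −0.022 after quantile normalization and 0.11 after median centring. Steap4, a reductase of iron and copper, and Abcg2 had log2 fold changes of 1.13 (adjusted p = 0.115) and 0.88 (adjusted p = 0.135), and Bmp6, which controls hepcidin, −0.39 (adjusted p = 0.219).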

One of the genes that were significantly elevated in the livers of rats that were subjected to PHx, bleeding, and resuscitation with S-RBC is HO-1. Recently, several studies dispute the classic M1/M2 macrophage theory, claiming that additional subgroups of macrophages exist [32]. Among these new subgroups are the hemorrhage-activated macrophages, Mhem, which are responsible for depleting the blood of old RBCs by phagocytosis of erythrocyte remnants and hemoglobin deposits. Mhem macrophages are distinguished from other macrophage subgroups by their elevated HO-1 activity. To verify the role of activated Mhem macrophages in halting regeneration following PHx and S-RBC transfusion, we measured levels of HO-1 mRNA and protein in the livers of the rats in our in vivo model. We observed significantly elevated HO-1 mRNA levels in livers from PHx rats that were transfused with S-RBCs as compared to those receiving F-RBCs, 24-h post-PHx (Figure 6A,B). Likewise, Western blot analysis of HO-1 expression, at this same time point post-PHx, showed higher levels of this protein in the livers of the S-RBC group than in the F-RBC group (Figure 6C,D). As heme oxygenase is known to convert heme to bilirubin and free iron, we assessed the existence of iron deposits in the livers of rats that received S-RBCs, by Perl’s Prussian blue staining. Only rare spots of iron deposits were identified in all rats (data not shown), negating the possibility of iron toxicity as a cause for delayed liver regeneration. 

To further validate the inhibitory role of HO-1 on liver regeneration, we administered tin protoporphyrin IX (SnPP), a known HO-1 inhibitor, four hours prior to PHx and measured hepatocyte proliferation rates as detected by BrDU incorporation (Figure 6E,F). In rats receiving F-RBC transfusions, the number of BrdU+ cells was slightly increased upon HO-1 inhibition, although the difference was not significant. Interestingly, HO-1 inhibition resulted in significantly increased numbers of BrdU+ cells in rats that were transfused with S-RBCs (Figure 6E,F). Furthermore, when assessing liver damage, SnPP administration lowered levels of ALT in the serum of the animals receiving S-RBCs post-PHx (170 ± 15 compared to 270 ± 25, respectively; *p* = 0.01). Together, we show that activated macrophages play a detrimental role in liver regeneration, particularly following the transfusion of S-RBCs. It is likely that Mhem macrophages are key players in this process due to their expression of HO-1.

### 3.9. Elevated PAI-1 Expression following Transfusion with S-RBCs

RNA-seq results from isolated monocytes revealed an elevation of genes associated with plasmin activation in macrophages isolated from the livers of rats that were subjected to PHx, bleeding, and resuscitation with S-RBC. As plasminogen activator inhibitor-1 (PAI-1) was previously suggested to adversely affect liver regeneration, we measured protein levels in the liver six hours post-PHx, using immunostaining. We found a three-fold increase in PAI-1 levels in rats that received S-RBCs compared to all other groups (Figure 6G,H). Our results implicate activated macrophages in delayed liver regeneration following S-RBC transfusion via both HO-1 and PAI-1 overexpression.

## 4. Discussion

Extensive liver resections are common in patients suffering from severe liver damage and in patients with liver tumors. Liver regeneration plays a critical role in the recovery of patients who have undergone PHx for the removal of a primary tumor or hepatic metastasis or in the case of living-donor liver transplantation. Blood loss frequently occurs during these operations, thereby resulting in patients receiving blood transfusions [33,34]. Since delayed liver regeneration sometimes leads to liver failure, we were interested in understanding the role of blood transfusions on the rate of liver regeneration. In particular, we focused on elucidating the effect of RBC storage time on liver regeneration. In past studies, we assessed the impact of acute bleeding on hepatocyte proliferation and cytokine production after PHx [24]. In the current study, we attempted to uncover the effect of transfusion with F-RBCs versus S-RBCs in a rat model while exploring possible contributing molecular mechanisms. The deleterious effects of RBC storage prior to transfusion have been previously documented and include post-transfusion enhanced clearance, plasma transferrin saturation, nitric oxide scavenging, and immunomodulation [35]. However, the effect of storage time in the context of PHx and liver regeneration is unknown. Herein, we show that transfusion of F-RBCs following PHx and controlled bleeding restores the natural ability of the liver to regenerate quickly and efficiently. Conversely, blood transfusions with S-RBCs inhibit and slow the regeneration process. The clinical ramifications of these results might indicate that more focus should be placed on transfusing newly collected blood to patients undergoing liver resection. 

Several studies have emphasized the role of immune cell populations in liver regeneration, demonstrating complex interactions between KCs, endothelial cells, and hepatocytes by direct contact or via the production of cytokines. Macrophages also play an important role in the regulation of liver homeostasis in physiological conditions and in pathology [36]. Previously, it was suggested that activation of KCs is necessary for the optimal regenerative ability of the liver, possibly through the release of TNF-α and IL-6, which initiate hepatocyte proliferation in vivo [25]. Moreover, several studies have shown that the depletion of resident liver macrophages inhibits regeneration, suggesting the possibility that macrophages play a supportive role in liver regeneration [26,37]. In contrast to these studies, we observed improved liver regeneration after macrophage depletion, as witnessed by increased hepatocyte proliferation over controls, particularly in the days immediately following PHx, suggesting that these immune cells directly influence the regeneration process. The disparity in results between past studies and the present study may be explained by differences in experimental conditions. In this study, the animals underwent controlled bleeding and RBC transfusion in addition to PHx to better mimic the clinical setting. The bleeding and, specifically, transfusion with S-RBCs may cause increased macrophage activation, already on day one post-PHx, possibly having an inhibitory effect on the regeneration process.

Macrophages constitute an extremely heterogeneous population, which has historically been divided into two main classes: M1 and M2. M1 macrophages are characterized by the expression of high levels of pro-inflammatory cytokines and strong antimicrobial activity. In contrast, M2 macrophages function in resolving inflammation while promoting cell proliferation and wound healing. Although significantly more activated macrophages were detected in the livers of rats that received S-RBC, these cells did not express high levels of arginase (data not shown) and IL-10, suggesting that they are not classical M2 monocytes. Recently, several novel macrophage subsets have been identified. These subsets include hemorrhage-specialist macrophages (Mhem). Mhem are characterized by increased expression of IL-10 and CD163, which is a scavenge receptor for the Hb-haptoglobin (Hp) complex. The induction of this macrophage population was also accompanied by the upregulation of HO-1, the rate-limiting enzyme that catalyzes heme degradation. HO-1 catabolizes heme to carbon monoxide (CO), ferrous iron, and biliverdin, which is converted immediately to bilirubin [38]. These byproducts of HO-1 enzymatic activity are regarded as cytoprotective molecules due to their antioxidant and anti-inflammatory properties [39]. Moreover, these products were shown to be anti-proliferative [40]. Recent data suggest a key role for HO-1 in the regulation of cellular homeostasis and growth [40], although its effects are cell-type specific and can have the opposite result. In the context of liver regeneration, a previous study demonstrated that inhibition of HO-1 enhances rat liver regeneration after PHx, concomitantly with a rapid increase in the levels of inflammatory mediators such as IL-6, phospho-JNK, and phospho-STAT3, suggesting that HO-1 acts as a negative modulator of liver regeneration [40]. Our results also demonstrate that elevated HO-1 hepatic levels at 24 h post-PHx inhibit liver regeneration.

PAI-1 is synthesized by numerous types of cells, including vascular endothelial cells, macrophages, and fibroblasts. It acts as a potent inhibitor of fibrinolysis by regulating urokinase plasminogen activator (uPA), tissue plasminogen activator (tPA), plasmin, and matrix metalloproteinase (MMP) proteolytic activity, as well as fibrin levels. Several studies demonstrated that uPA is one of the factors that is involved in the initiation of liver regeneration by activating metalloproteinase and HGF release [41,42]. PAI-1 is the main inhibitor of uPA. It was previously shown that PAI-1 causes liver injury following bleeding and blood resuscitation. Moreover, the administration of the HO-1 inhibitor, SnPP, also inhibits PAI-1 expression [43]. Therefore, our results showing the elevation of PAI-1 in the livers of rats that were resuscitated with S-RBC may infer an additional mode of inhibition of the regeneration process, specifically due to RBC storage time.

The process of liver regeneration contains remarkable redundancy between signals. Many of the signaling pathways overlap in function, leading to complete, albeit delayed, regeneration. Our data reveal that S-RBC resuscitation has a harmful effect on liver regeneration in rats following PHx and bleeding. We show that activated macrophages play an adversative role in liver regeneration. However, as macrophage depletion is a drastic therapeutic approach, we searched for other, more clinically relevant ways to block the detrimental effects of activated macrophages without resorting to depletion. In light of our data showing elevated levels of HO-1, which principally characterizes Mhem macrophages [44], we administered an HO-1 inhibitor prior to PHx. Histological findings showed that regeneration was significantly enhanced in animals after HO-1 inhibition, regardless of RBC storage time. The success of the HO-1 inhibitor in restoring liver regeneration improves our understanding of the possible mechanisms blocking liver regeneration following PHx and lends hope to find an effective and safe way to ameliorate the detrimental effects of blood loss and stored blood transfusion on patients undergoing liver resection. As liver surgery is frequently performed in patients with a pre-existing damaged liver, such as in patients with liver fibrosis/cirrhosis, further studies should characterize the effect of bleeding and transfusion on these conditions as well.

## Figures and Tables

**Figure 1:**
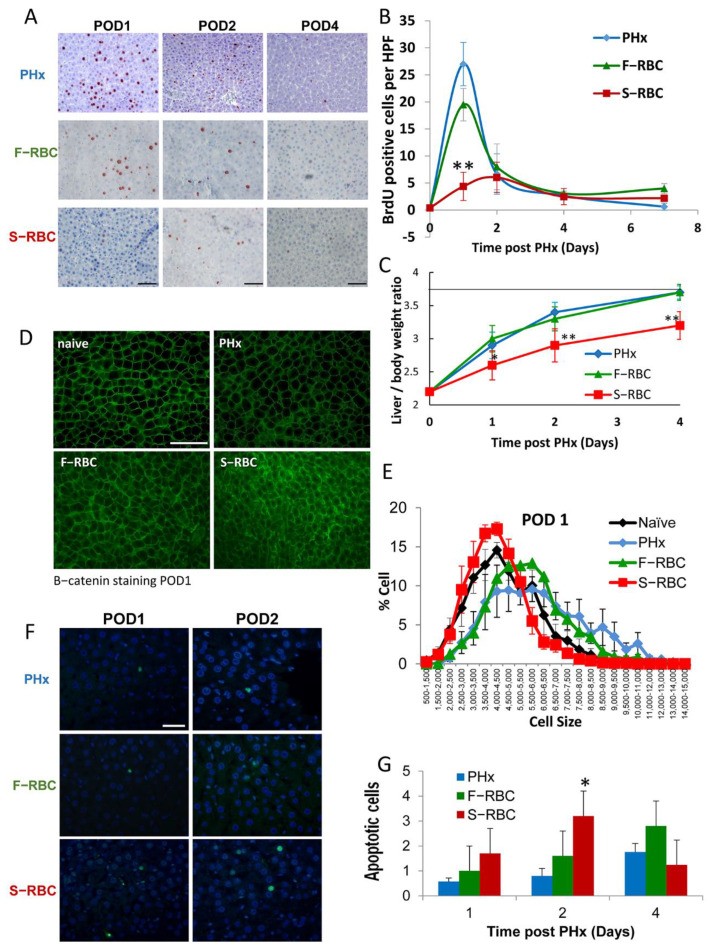
Transfusion with S-RBC following PHx and bleeding inhibits hepatocyte hyperplasia and hypertrophy. (**A**) Representative images of BrdU staining showing hepatocyte proliferation in the various groups 1, 2, and 4 days following PHx (POD = post-operative day); 400× magnification. Bar = 100 μm and apply for all. (**B**) Quantification of the number of BrdU-stained cells per HPF. Average of 10 fields per animal from the different liver lobes. n = 5–10 rats per group. (**C**) Liver to body weight ratio for the various groups 1, 2, and 4 days following PHx. (**D**) Representative images of β-catenin cell membrane staining of hepatocytes. Bar = 100 μm and apply for all. (**E**) Hepatocyte cell size distribution in the various groups on POD1; 400× magnification. n = 3–5 per group. (**F**) Representative images of green fluorescent-labelled apoptotic cells with DAPI staining of the nuclei in the different groups, Bar = 50 μm and apply for all. (**G**) Quantitation of TUNEL-positive cells counted in 10 high-power fields/slide. Data represent mean ± SD (n = 6 rats/time point). * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
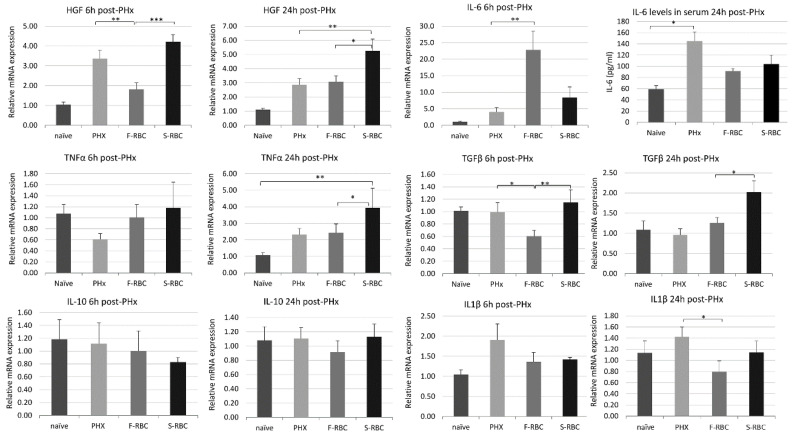
Hepatic cytokine levels after PHx are altered by RBC transfusion. Initiation and termination cytokine levels expressed in livers of the various experimental groups, 6 and 24 h post-PHx. RNA levels were measured by RT-PCR, except than IL6 protein level at 24 h, which was measured by ELISA on serum samples. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
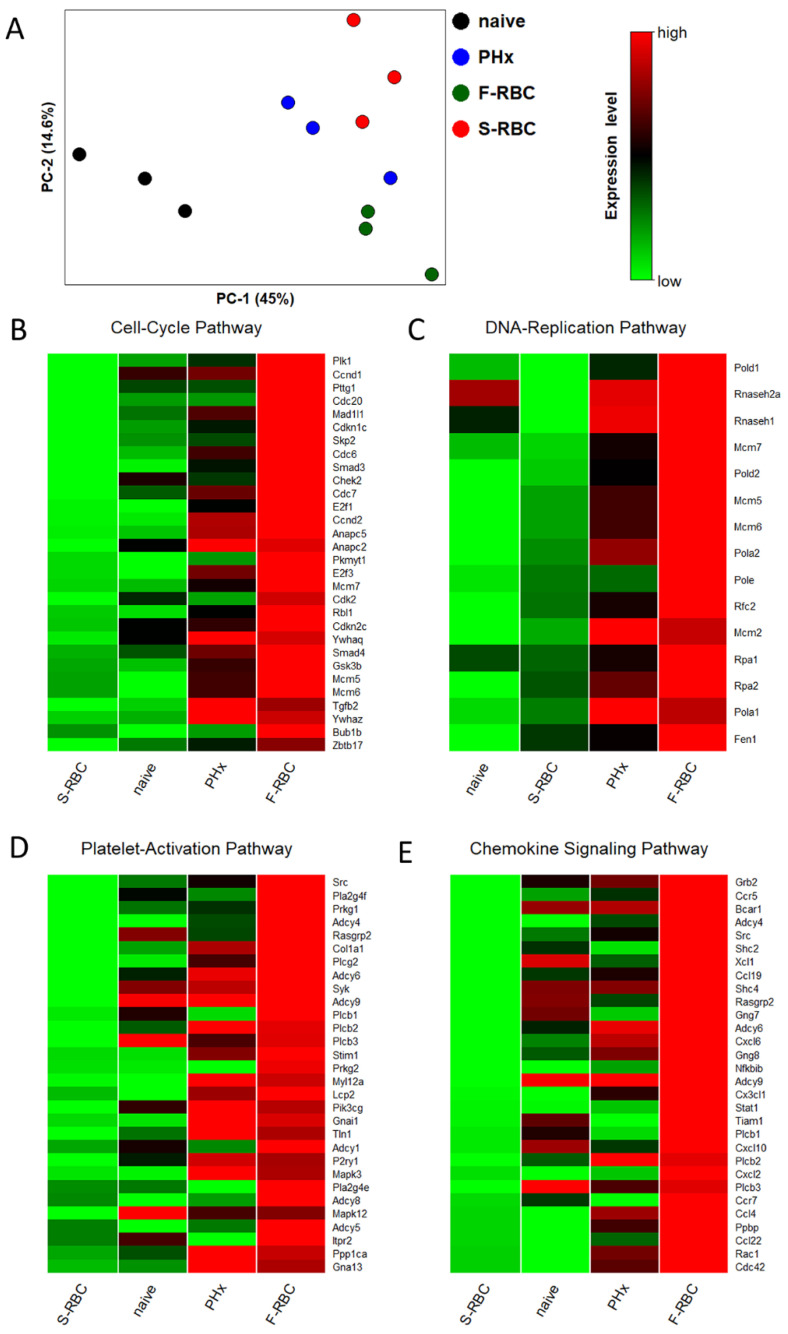
Effect of F-RBC vs. S-RBC resuscitation on cell cycle and inflammatory pathway genes. (**A**) Principal Component Analysis (PCA) plot showing RNA-Seq samples analyzed by treatment groups. PHx substantially alters gene expression, as demonstrated by PC-1. PCA analysis confirms that the three samples of each group cluster together and that there is a significant difference between the RBC-resuscitated groups. (**B**–**E**) Significant differences are observed between resuscitation with F-RBCs as compared to S-RBC in several pathways. The top 30 differentially expressed genes between groups receiving F-RBC resuscitation and S-RBC resuscitation are visualized as heat maps of gene expression, where red indicates upregulated genes, and green indicates downregulated genes.

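On day 1 after PHx alone, the liver had higher levels of acute phase, DNA replication and neutrophil genes than in naive rats by camera at its preset correlation. In all, 26 of the 39 lists passed in this way, 19 upward and 7 downward, none with an estimated correlation (lowest adjusted p = 0.35) and 4 by fry, namely these 3 and heme and iron handling. Lcn2 was at 10.96 ± 0.69 (SD, n = 3) on the log2 scale after PHx and at 5.07 ± 0.48 (SD, n = 3) in naive rats, a log2 fold change of 5.88 (SE 0.36, adjusted p = 1.2e-07 from limma). Cyp2b1, A2m, Spp1 and Lbp rose by 3.55, 3.48, 3.00 and 2.83 (SE 0.27 to 0.62). Sult1c2al1, a sulfotransferase, Stac3, Nrep, Upp2, a uridine phosphorylase, and Gstp3, a glutathione transferase, fell, with log2 fold changes of −3.28, −3.17, −2.67, −2.65 and −2.35 (SE 0.36 to 0.52).

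Of 27 acute phase genes, 8 rose and 0 fell (17 and 0 when adjusted over the list alone), with a median log2 fold change of 0.47. Orm1, an acid glycoprotein of plasma, and Kng1, a kininogen, rose by 2.35 and 1.33, and the list was higher at an adjusted p = 2.88e-19 (adjusted p = 0.35 with an estimated correlation). Of 10 proteins that fall in the acute phase, Serpina6, which carries corticosterone, fell by 2.11 and 0 rose (3 fell when adjusted over the list alone), with a median of −0.25 and an adjusted p = 9.53e-06 (adjusted p = 0.40 with an estimated correlation). Of 35 DNA replication genes, 4 rose and 0 fell (12 and 0 when adjusted over the list alone), with a median of 0.29 and an adjusted p = 4.02e-07 (adjusted p = 0.40 with an estimated correlation). The median was 0.18 without naive replicate 1. The 4 were Mcm6, Mcm5, Mcm2 and Mcm4, by 1.45, 1.20, 0.99 and 0.93. Of 45 mitosis genes, 40 were higher and none was past the threshold, also when adjusted over the list alone, with a median of 0.22 and an adjusted p = 7.95e-04 (adjusted p = 0.53 with an estimated correlation; median 0.38 without PHx replicate 2). Kif11, a spindle motor, had a log2 fold change of 0.51 (adjusted p = 0.232).

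Of 20 neutrophil genes, 4 rose and 0 fell (8 and 0 when adjusted over the list alone), with a median of 0.43 and an adjusted p = 5.52e-05 (adjusted p = 0.37 with an estimated correlation). S100a8 and S100a9, the subunits of calprotectin, rose by 1.54 and 1.42, Il1r2, a decoy receptor for interleukin-1, by 1.22 and Pglyrp1 by 0.65. Of 17 monocyte genes, 1 rose, Cx3cr1, a chemokine receptor, by 1.79, and 0 fell (4 and 0 when adjusted over the list alone), with a median of 0.59 and the same adjusted p (0.42 with an estimated correlation). Of 29 genes of Kupffer cells and macrophages, 1 rose, Gpnmb by 2.82, and 0 fell, also when adjusted over the list alone, with a median of 0.35 and an adjusted p = 8.71e-04 (adjusted p = 0.51 with an estimated correlation; median 0.23 without PHx replicate 3). Of 29 genes of heme and iron handling, 3 rose and 0 fell (11 and 0 when adjusted over the list alone), with a median of 0.42 and an adjusted p = 9.56e-07 (adjusted p = 0.41 with an estimated correlation). Beside Lcn2 these were Tfrc, the transferrin receptor, by 1.59 and Hpx, the heme carrier hemopexin, by 0.68. Genes of the urea cycle and amino acid catabolism were lower in 19 of 26 cases, none past the threshold (5 fell when adjusted over the list alone), with a median of −0.21 and an adjusted p = 8.21e-07 (adjusted p = 0.41 with an estimated correlation). Genes of bile acid synthesis and transport were lower in 16 of 19 cases, none past the threshold (2 fell when adjusted over the list alone), with a median of −0.28 and an adjusted p = 1.31e-06 (adjusted p = 0.37 with an estimated correlation). Without naive replicate 1 the medians of the last 3 lists were 0.18, −0.32 and −0.44. Otc, an enzyme of the urea cycle, had a log2 fold change of −1.15 (adjusted p = 0.065) and Cyp7a1, which starts bile acid synthesis, −1.51 (adjusted p = 0.278).

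Between PHx and naive rats 127 probe sets were past the threshold, 90 higher and 37 lower (115 and 91 after quantile normalization), and 94 of them carry 1 gene symbol. The number was 50, 22 and 53 without naive replicates 1, 2 and 3 and 26, 240 and 30 without PHx replicates 1, 2 and 3, and of 25 genes named as past the threshold 11, 9, 12, 8, 24 and 9 stayed past it. It was 219 without the dimmer probe sets, 31 with the 12 arrays alone, 306 with array weights, 25 with only the groups compared and 0 by the test of the methods after adjustment (3345 at an unadjusted p under 0.05). From the PCA, the paper concludes that PHx alters gene expression and that the RBC-resuscitated groups differ.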

**Figure 4:**
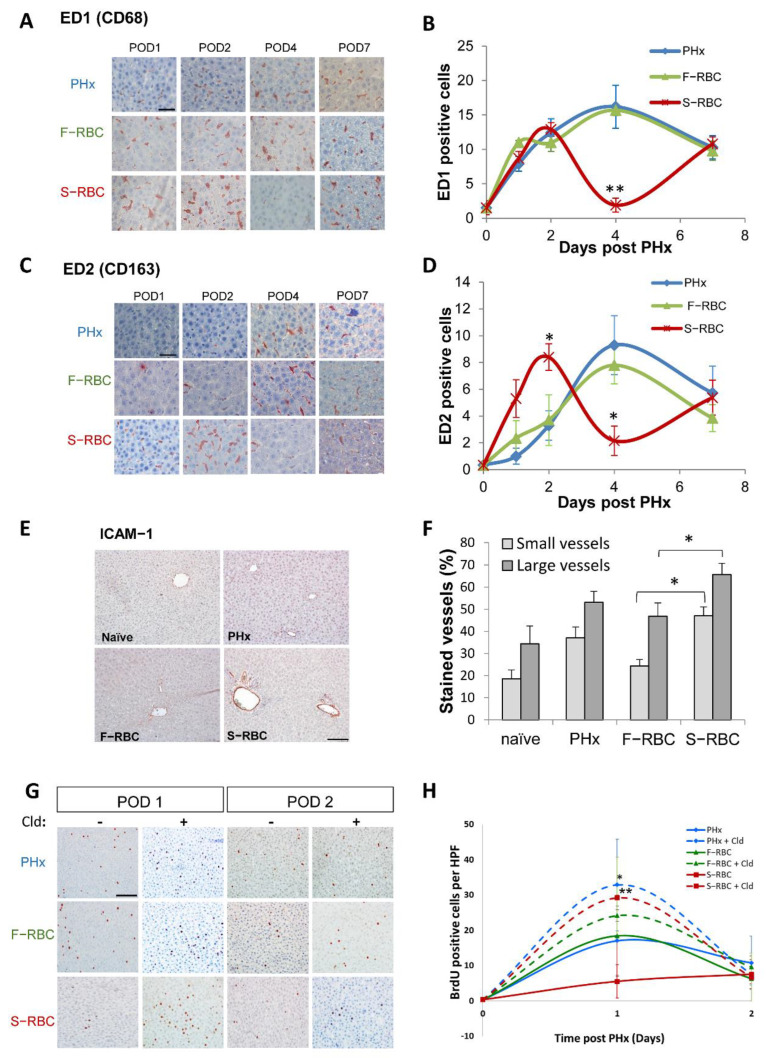
Transfusion with S-RBC following PHx and bleeding causes changes in the number of hepatic macrophages and activated macrophages. (**A**) Representative images of liver sections stained with anti-CD68, showing macrophages in the liver in the various groups on days 1, 2, 4, and 7 following PHx (POD = post-operative day); Bar = 50 μm and apply for all. (**B**) Quantification of the number of CD68+ cells per HPF. Average of 10 fields per animal from the different liver lobes. n = 5–10 per group. (**C**) Representative images of liver tissue sections stained with anti-CD163 showing activated macrophages in the liver in the various groups, 1, 2, 4, and 7 days following PHx (POD = post-operative day); Bar = 50 μm and apply for all. (**D**) Quantification of the number of CD163+ cells per HPF. Average of 10 fields per animal from the different liver lobes. N = 5–10 per group. (**E**) Representative images of ICAM-1 staining, one day post-PHx; Bar = 100 μm. (**F**) Quantification of the percent of ICAM-1-stained vessels per HPF. Average of 10 fields per animal from the different liver lobes were analyzed. N = 5–10 per group. (**G**) Representative images of BrdU staining showing hepatocyte proliferation in the various groups of rats on days one and two following PHx with (+) or without (−) macrophage depletion by Cld administration (POD = post-operative day); Bar = 100 μm. (**H**) Quantification of the number of BrdU-positive cells per HPF. Average of 10 fields per animal from the different liver lobes. n = 5–10 per group. * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
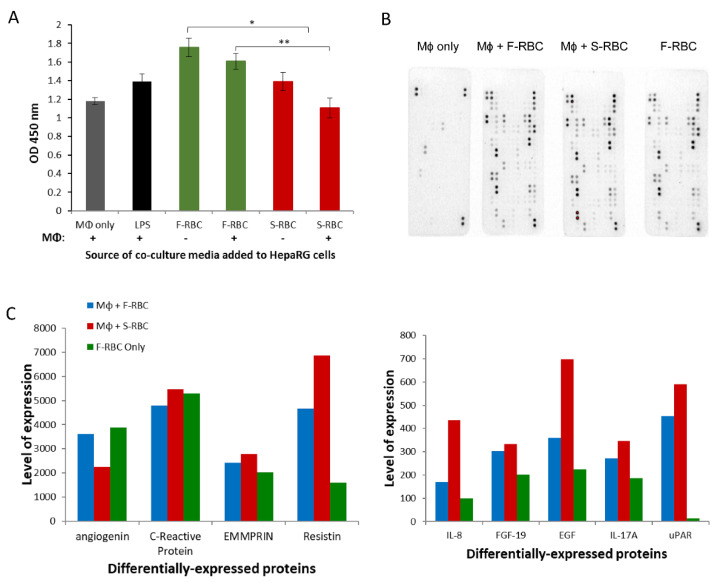
Conditioned media (CM) from macrophage-RBC co-cultures influences hepatocyte proliferation in-vitro. (**A**) HepaRG proliferation after addition of CM from F-RBCs or S-RBCs co-cultured in the presence (+) or absence (−) of macrophages (MΦ), macrophages alone, and macrophages activated with LPS. (**B**) Images of Proteome Profiler Antibody Array membranes corresponding to the different CM collected. (**C**) Differentially expressed proteins in CM from macrophages + F-RBC co-culture, macrophages + S-RBC co-culture, and F-RBCs only. * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
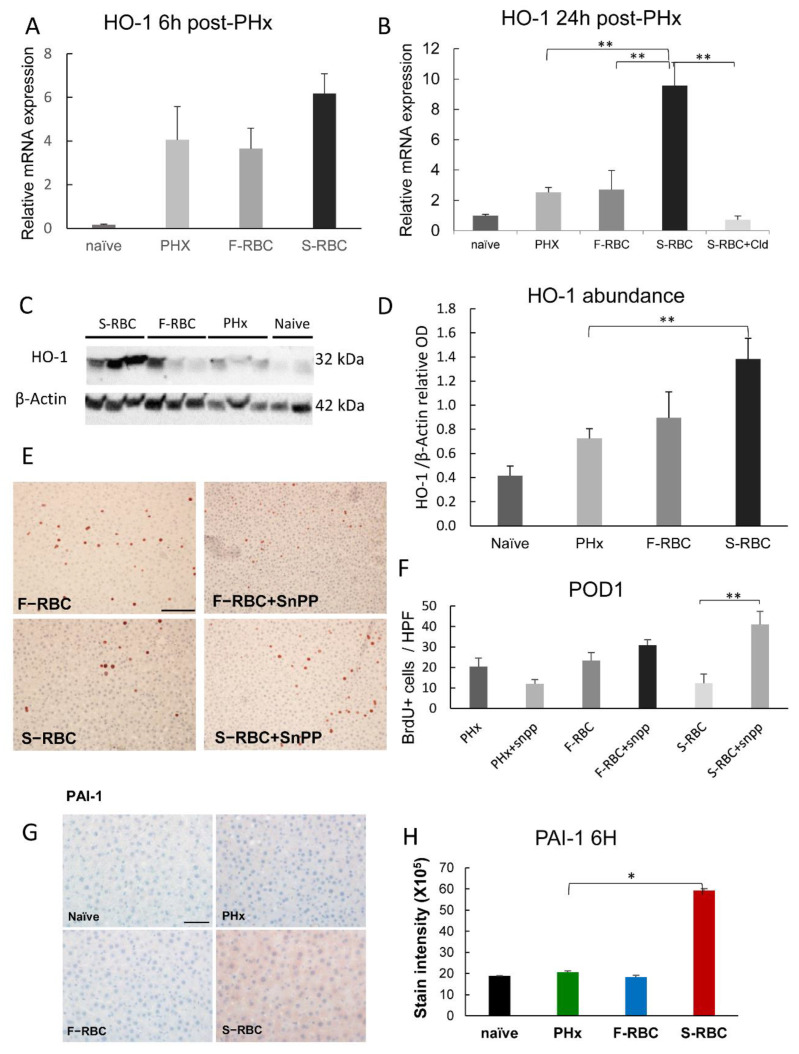
HO-1 upregulation in livers of rats following PHx and S-RBC transfusion. Hepatic HO-1 expression in the various groups at 6 h (**A**) or 24 h (**B**) post-PHx. (**C**) Western blot of HO-1 in the livers of the different groups following PHx. (**D**) Western blot quantification. (**E**) Representative images of BrdU staining showing hepatocyte proliferation in the various groups one day after PHx; Bar = 100 μm and apply for all. (**F**) Quantification of the number of BrdU-positive cells per HPF. Snpp, an HO-1 inhibitor, was injected subcutaneously four hours prior to PHx. Average of 9 fields per animal from the different liver lobes. n = 5–15 per group. (**G**) Representative images of PAI-1 hepatic staining in the various groups from samples obtained six hours post-PHx; Bar = 50 μm and apply for all. (**H**) Quantification of staining intensity. Average of 10 fields per animal, n = 6 rats per group. * *p* < 0.05, ** *p* < 0.01.

**Table 1:** Primers used for RT-qPCR analysis.

Target	Forward	Reverse
HGF	GATCAGGACCTTGTGAGGGA	ATGGCACATCCACGACCA
IL-6	CTTCCAAACTGGATATAACCAGGAA	CTTCACAAACTCCAGGTAGAAACG
TNFα	CCCAGACCCTCACACTCAGATC	CTCCGCTTGGTGGTTTGCTA
TGFβ	GATACGCCTGAGTGGCTGTCT	CGAAAGCCCTGTATTCCGTCT
IL1β	GCTGTGGCAGCTACCTATGTCTT	GTCACAGAGGACGGGCTCTTC
IL10	GATACAGCTGCGACGCTGTCA	CCTTGTAGACACCTTTGTCTTGGA
HO-1	GTCCAGGGAAGGCTTTAAGCT	GGCATAGACTGGGTTCTGCTT
HPRT	GAGCACTTCAGGGATTTGAATCAT	GTAGATTCAACTTGCCGCTGTCT

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11213522/s1, Figure S1: (A) RBC count, (B) hemoglobin levels, and (C) hematocrit one day post-PHx in the experimental groups. (D) Prothrombin time (E) ALT; Table S1: Molecular pathways that were altered between rats transfused with F-RBCs and those receiving S-RBCs.

# Supplementary material for: Premature Macrophage Activation by Stored Red Blood Cell Transfusion Halts Liver Regeneration Post-Partial Hepatectomy in Rats
**Source:** Cells. 2022 Nov 7;11(21):3522. doi: 10.3390/cells11213522
**Supplement:** Supplementary file 1

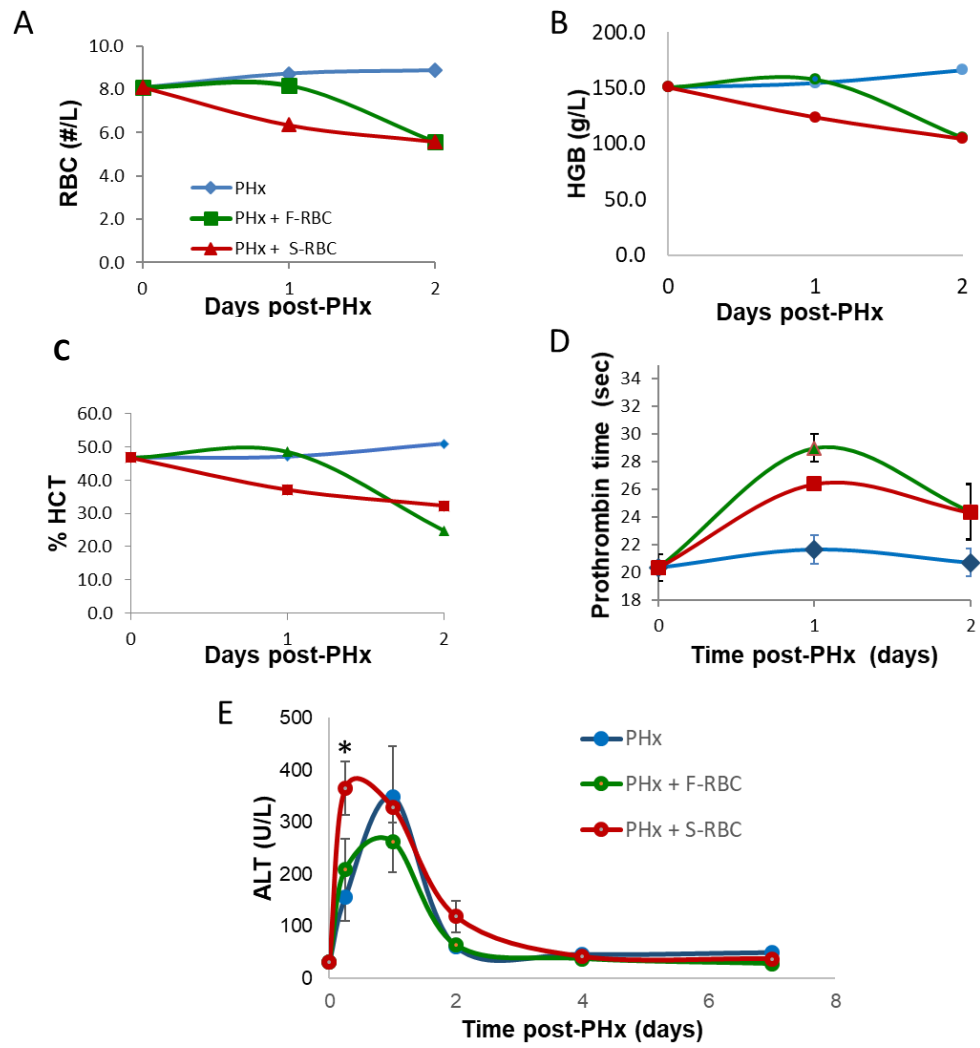

Figure S1. (A) RBC count, (B) hemoglobin levels, and (C) hematocrit one day post-PHx in the experimental groups. (D) Prothrombin time (E) ALT

Pathway	pValue	qValue	SetSize	PathSize
Adherens junction	1.17E-05	1.61E-03	65	74
Regulation of actin cytoskeleton	1.59E-05	1.61E-03	202	221
Cell cycle	2.51E-05	1.61E-03	121	127
Focal adhesion	4.23E-05	1.61E-03	185	206
Platelet activation	4.45E-05	1.61E-03	112	127
Endocytosis	4.55E-05	1.61E-03	260	288
Gap junction	4.75E-05	1.61E-03	79	88
MicroRNAs in cancer	5.44E-05	1.64E-03	133	143
Lysosome	6.75E-05	1.83E-03	119	129
Epstein-Barr virus infection	1.04E-04	2.36E-03	193	229
DNA replication	1.16E-04	2.42E-03	32	36
Thyroid hormone signaling pathway	1.45E-04	2.54E-03	112	119
Hippo signaling pathway	1.50E-04	2.54E-03	146	156
Leukocyte transendothelial migration	2.79E-04	3.97E-03	111	120
Proteoglycans in cancer	3.37E-04	4.56E-03	190	203
2-Oxocarboxylic acid metabolism	3.77E-04	4.82E-03	18	19
Hepatitis B	5.46E-04	6.43E-03	122	139
ECM-receptor interaction	6.19E-04	6.67E-03	75	84
Chemokine signaling pathway	6.32E-04	6.67E-03	170	178
Tight junction	6.40E-04	6.67E-03	127	143
Sphingolipid signaling pathway	8.08E-04	7.82E-03	110	124
cGMP-PKG signaling pathway	1.01E-03	9.43E-03	157	171

Supplemental Table S1: Molecular pathways that were altered between rats transfused with F-RBCs and those receiving S-RBCs

How the deposited data were processed for this re-analysis (not part of the article)

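Total liver RNA of 18 rats was measured on GeneChip Rat Gene 2.0 ST arrays, 1 array per rat and 3 per group, in 6 groups: naive, PHx, bleeding, F-RBC, S-RBC and HAES. Apart from the naive rats, all had 50% PHx and were studied on day 1. The last 4 groups were also bled of 3 ml, and the last 3 of these were given F-RBCs, S-RBCs stored for 7 days or 10% HAES. The paper reports 4 groups with 12 arrays and calls the profiling RNA-seq, while its methods and the sample labels describe the arrays. The bleeding and HAES groups are described only in the additional observations.

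The deposited file holds 1 intensity per probe set and array, on a linear scale, as summarised by the authors. The submitters' processing notes name Affymetrix Power Tools and PLIER and the methods name RMA and PLIER, without a version or a genome build in the sources used here. The 36685 values per array lie between 1e-05 and 8721, with 3 probe sets at the lowest value in at least 1 array. The median intensity of an array differed between arrays (19.7 to 21.4 in the bleeding group and 16.8 to 23.0 in the HAES group, with the other groups given in the results), so the arrays had not been scaled to the same distribution. There were 0 control rows to leave out, and 0 other columns per sample were left unused. Symbols come from the array annotation. Of its gene identifiers 18394 were found in the current rat annotation, which changed 0 symbols, and no coordinates are given. Where 1 of 291 genes had several probe sets, the brightest stands for it.

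All tests used log2(intensity + 16) without further normalization. Group means were fitted with limma 3.58.1 in R 4.3.3 over the 18 arrays, with a variance trend on intensity, 12 residual degrees of freedom and a median of 4.79 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all probe sets, and an adjusted p under 0.05 is called past the threshold. Of the 4 groups of the paper all 6 pairs were compared, and 5 comparisons involve the bleeding or HAES group. Gene lists, 39 in all, were written from general knowledge of pathways and cell types and tested with camera at a preset correlation of 0.01 between genes, adjusted over the 39 lists, with camera at an estimated correlation and fry beside it (the p of fry moves slightly with the order in which the groups enter the model). Which lists are described was chosen after their results were seen. The arrays were clustered by Euclidean distance and PCA on the covariance matrix, with an exact permutation test over 15400 divisions. Figures and tables were made with Python 3.11.15, matplotlib 3.10.9 and pandas 2.3.3.

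Genes are named by a rule. It takes every gene of the paper's text (22 of 23 matched), the 10 largest changes each way between S-RBC and F-RBC rats and the 5 largest each way in the other comparisons, among genes past the threshold whose groups do not overlap (filled by the smallest p where fewer passed). It adds up to 4 members with the smallest p of each described list, and up to 4 genes of each panel of Figure 3 each way, of which 98 of 105 entries were matched, to 88 genes. Predicted genes and large multigene families were skipped. Past the threshold these were 5 between S-RBC and F-RBC rats, 1 between PHx and naive rats, 10 between S-RBC and PHx rats, 81 and 33 between F-RBC or S-RBC and naive rats, 12, 4 and 15 between S-RBC, F-RBC or HAES and bleeding rats, and 0 in the other comparisons. Some genes that the rule takes are not printed. Among the groups of the paper, changes of the genes of its text are given for S-RBC against F-RBC rats only. Cdc20, Cdc6 and the other cell cycle genes past the threshold that lie outside the rule are counted and not described.

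The alternatives were quantile normalization, median centring, offsets of 1 and 64, leaving out the dimmer probe sets, the 12 arrays alone, array weights, a block for the replicate number, only the groups compared, the t-test of the methods, other set tests and leaving out each replicate in turn. Added after seeing the data were the counts without the probe sets that part the F-RBC, S-RBC and HAES arrays from the others, and the described lists and Figure 3 genes under both scalings, and other lists than those of the paper's pathways with each replicate left out. The pipeline was tested on simulated data with the same layout, in which each probe set varied independently of the others. Single changes were planted only in probe sets brighter than the median, so recovery among dim ones was not measured. Of 100 probe sets with a planted log2 fold change of 1, 55 were recovered, and of 100 with a change of 2, 90, with 11 calls among unplanted probe sets and 0 calls in an unchanged comparison. A planted shift of −0.5 in the 35 DNA replication genes was found, with 0 of 37 lists without planted genes called. Because the simulated genes were uncorrelated, this cannot tell how often camera at its preset correlation calls correlated lists wrongly. In the arrays the estimated correlation was 0.44 for mitosis and 0.51 for cholesterol synthesis. With 3 arrays per group, the number of arrays limits the precision of every value.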

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

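The tests of the mitosis genes and of the probe sets that part the arrays were chosen only after those results were seen, and the other tests in this part before.

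Genes of mitosis were lower after S-RBCs than after F-RBCs, at a median log2 fold change of −0.69 (SD 0.36 over 45 genes). Without S-RBC replicate 1, the array that stands apart from the other 17, the median was −0.73, which argues against this array as the source. After quantile normalization the median was −0.58 relative to all genes, which argues against the brighter F-RBC arrays as the whole cause. Fewer non-parenchymal cells in S-RBC livers would lower the markers of macrophages, endothelial cells and stellate cells alike, and their medians were 0.05 (SD 0.44), −0.03 (SD 0.23) and −0.18 (SD 0.56), the first of these −0.073 times the mitosis median, which argues against that as the whole cause, although without F-RBC replicate 1 they were −0.29, −0.094 and −0.45 beside −0.80 for mitosis. Against PHx alone the median was 0.59 after F-RBCs and −0.14 after S-RBCs (−0.036 without S-RBC replicate 3), and no biological explanation was tested.

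Between S-RBC and HAES rats, whose arrays the paper does not compare, 2 probe sets were past the threshold by limma, both higher after S-RBCs and without a gene symbol (4137 at an unadjusted p under 0.05, and 0 by the t-test of the methods after adjustment, 2048 before). The count was 3 without S-RBC replicate 1, 8 and 19 without S-RBC replicates 2 and 3, and 24, 21 and 0 without HAES replicates 1, 2 and 3. By the rules set beforehand, the 3 spoke against S-RBC replicate 1 as the source of the low count. The 24 spoke for spread between the HAES arrays. Neither decides, because leaving out an array leaves fewer rats, which by itself can lower a count. Without S-RBC replicate 1 the count of 182 between S-RBC and F-RBC rats also fell to 3. The 19 without S-RBC replicate 3 lay close to the 21 and 24. A likeness between the livers of S-RBC and HAES rats was not tested and stays open. The 10 splits of the 6 arrays are too few to judge chance (2 in the real split, 3 as the highest of the others).

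In 269 probe sets all 9 arrays of F-RBC, S-RBC and HAES rats lay on 1 side of all 9 arrays of naive, PHx and bleeding rats, and among the 10 divisions of the 6 groups into 3 and 3 the highest of the others gave 38. Fis1 was lower in the first set by a log2 difference of −1.64, and Ppif and Ces2e, a carboxylesterase, were higher by 1.19 and 1.21. Of the 269, 23.8% carry 1 gene symbol (exact 95% confidence interval 18.8 to 29.3%), against 50.5% of all probe sets. By limma on the group means, this division had 2385 probe sets past the threshold and the highest of the others 980. Of the 2385, 43.9% carry 1 gene symbol. The first set holds all rats given a fluid after bleeding, so handling in another batch, for which the labels give no date, and a response of the liver to volume replacement cannot be told apart, since the groups and the possible batch are the same.

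Between S-RBC and bleeding rats, whose arrays the paper does not compare, 757 probe sets were past the threshold, 449 of them higher and 119 among the 269 parted ones, and the count was 288, 178 and 111 without bleeding replicates 1, 2 and 3 and 417 and 1169 without S-RBC replicates 1 and 3. Between F-RBC and bleeding rats it was 443, 372 higher and 71 lower (319 and 182 after quantile normalization), 59 of them parted, and 185, 106 and 58 without bleeding replicates 1, 2 and 3 and 62 and 177 without F-RBC replicates 2 and 3. Between HAES and bleeding rats it was 663, 421 higher and 242 lower, 164 of them parted, and 284, 251 and 119 without bleeding replicates 1, 2 and 3 and 269 and 212 without HAES replicates 2 and 3.

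The paper does not discuss genes of cholesterol synthesis, and of the urea cycle it names only arginase, in macrophages. After S-RBCs, 3 cholesterol synthesis genes were higher and 4 genes of the urea cycle and amino acid catabolism lower than after F-RBCs, past the threshold.

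For each comparison of 3 rats against 3 there are 10 splits, too few to judge chance. The real split and the highest of the others gave 182 and 0 probe sets for S-RBC against F-RBC, 127 and 1 for PHx against naive, 63 and 10 for F-RBC against PHx, 269 and 3 for S-RBC against PHx, 2264 and 0 for F-RBC against naive, 1235 and 2 for S-RBC against naive, 0 and 1 for bleeding against PHx, 757 and 1 for S-RBC against bleeding, 443 and 0 for F-RBC against bleeding and 663 and 7 for HAES against bleeding. For the lists between S-RBC and F-RBC rats, the unadjusted p of camera in the real split and the smallest of the others were 0.0094 and 3.15e-05 for the cell cycle, 9.54e-06 and 2.14e-04 for DNA replication, 0.020 and 0.0010 for platelet activation and 0.082 and 0.0013 for chemokine signalling. Splits with a p as small as the real one, which itself counts, numbered 3, 1, 4 and 4 of 10.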

How the results depend on the processing

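The clustering of the arrays by group stayed past the threshold under each alternative, with an exact p of 6.49e-05 to 0.001039 on the 12 arrays or 11 of them, and all 18 arrays, tested on 100000 sampled divisions instead, passed as well. Hmox1 stayed short of the threshold in all 16, with a log2 fold change of 0.79 to 1.37 and adjusted p-values of 0.114 to 0.416. The list of DNA replication genes stayed past it under each alternative except camera with an estimated correlation (adjusted p = 0.73), at 1.71e-05 to 0.0063 with each replicate left out. The counts depend more on the setting, and where fewer arrays or none beyond the groups compared were fitted, fewer degrees of freedom remain. For other changes the cause was not tested.

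Counts of probe sets moved as follows. S-RBC against F-RBC (182) gave 57 with an offset of 1, 25 with the 12 arrays alone, 497 with array weights, 79 with a replicate block, 0 with only the groups compared and 1 by the t-test of the methods, and 2 to 690 with each replicate left out. PHx against naive (127) gave 206 after quantile normalization, 219 without the dimmer probe sets, 31 with 12 arrays, 306 with weights, 65 with the block, 25 with only the groups compared and 0 by the t-test, and 22 to 240 with each replicate left out. F-RBC against PHx (63) gave 25 with 12 arrays, 564 with weights, 19 with the block, 3 with only the groups compared, 0 by the t-test and 29 without the 269 parted probe sets, and 5 to 55. S-RBC against PHx (269) gave 169 with an offset of 64, 434 with weights, 86 with only the groups compared, 0 by the t-test and 160 without the parted probe sets, and 47 to 307. F-RBC against naive (2264) gave 1428 after median centring, 1479 with 12 arrays, 4361 with weights and 10 by the t-test, and 554 to 1431. S-RBC against naive (1235) gave 329 with only the groups compared and 1 by the t-test, and 445 to 1100. Where the t-test gave 0, the numbers at an unadjusted p under 0.05 were 3345, 5824 and 3418. Bleeding against PHx (0) gave 0 to 10, S-RBC against bleeding (757) 481 with the block and 111 to 1169, F-RBC against bleeding (443) 707 without the dimmer probe sets, 234 with the block and 58 to 464, S-RBC against HAES (2) 1 without the dimmer probe sets, 1 with the block and 0 to 24, and HAES against bleeding (663) 1226 after quantile normalization and 119 to 640. The sources used here do not say whether replicate numbers pair rats. The r between the deviations of arrays of 1 number was −0.11, 0.04 and 0.04 for S-RBC and F-RBC rats and 0.29, 0.02 and 0.08 for F-RBC and naive rats, and 0 of 6 and 2 of 6 arrays correlated best with the array of their own number, so the block is given only as an alternative. The counts without the parted probe sets were chosen after seeing the data.

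The cell cycle list (adjusted p = 0.046) gave 0.115 with an offset of 1, 0.112 without the dimmer probe sets, 0.055 with 12 arrays, 0.053 with weights, 0.084 with only the groups compared, 0.99 with an estimated correlation, 0.126 by fry and 0.0022 to 0.257 with each replicate left out. Platelet activation (0.086) gave 0.0088 after quantile normalization, 0.046 after median centring, 0.021 with weights and 0.0029 to 0.344 with each replicate left out, and chemokine signalling (0.20) 0.012 to 0.508. With each replicate left out, chosen after seeing the data, the markers of Kupffer cells and macrophages (0.158) ran from 2.05e-04 without F-RBC replicate 3 to 0.88 without F-RBC replicate 1, where they turned downward. Those of endothelial cells (0.72) ran from 0.48 to 0.95 and those of stellate cells and fibroblasts (0.83) from 0.28 to 0.97, each in both directions. Genes short of the threshold in S-RBC against F-RBC changed sign. After quantile normalization Tnf was at 0.05, Il1b at 0.013, Arg1 at −0.035 and Stat3 at −0.045, after median centring Tnf at 0.088, and with weights Arg1 at −0.019 and Stat3 at −0.11. With each replicate left out Tnf ran from −0.26 to 0.15, Tgfb1 from −0.082 to 0.19, Il1b from −0.51 to 0.29, Cd68 from −0.54 to 0.027, Cd163 from −0.29 to 0.26, Icam1 from −0.35 to 0.070, Arg1 from −0.039 to 0.11, Hprt1 from −9.39e-04 to 0.26 and Stat3 from −0.13 to 0.14. In the 5 other comparisons of the paper's groups, genes of its text, whose values are not given, changed sign in 83 of 1724 values, 0 of them past the threshold. Over all 267 named results of genes, 135 were past the threshold, of which 5 were lost after quantile normalization, 8 after median centring, 25 and 15 with offsets of 1 and 64, 2 with array weights, 41 with the block, 85 with only the groups compared and 135 by the t-test after adjustment, and of 96 in the 4 groups 45 were lost with the 12 arrays alone. With an offset of 64 the medians of the cell cycle, DNA replication and mitosis lists were −0.12, −0.18 and −0.33, and with an offset of 1 that of mitosis was −1.16. The array gives no count depth, and dim probe sets lie near the background, where an added offset shrinks a change.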

Differences from the paper's values

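PC1 held 22.7% of the variance of the 12 arrays here, against the paper's share of about 45% in Fig. 3A, read by eye. None of the alternatives set before the data were examined reached the paper's share. It was 17.9% with all 18 arrays, 19.7% on the correlation matrix, 21.8% after quantile normalization, 22.0% after median centring, 22.5% and 27.0% with offsets of 1 and 64, 25.5% without the dimmer probe sets and 22.3% to 28.1% with each replicate left out.

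The paper states that HO-1 was significantly elevated in livers of S-RBC rats. Beside the profiling, it reports higher HO-1 mRNA on day 1 and higher HO-1 protein by Western blot than after F-RBCs. The arrays did not measure protein. For the mRNA, of the same tissue and day, the difference on the arrays had the direction that the paper reports. Hmox1 was higher after S-RBCs than after F-RBCs by a log2 fold change of 1.11. It did not pass over all probe sets (unadjusted p = 0.012 and adjusted p = 0.149 from limma). By the t-test of the methods, whose cut-off the paper's text does not name, it had an unadjusted p of 0.029, and 0.416 after adjustment. Its mean on the log2 scale was 7.56 after S-RBCs and 8.17 after PHx alone.

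The paper states that platelet activation and chemokine signalling differ significantly between F-RBC and S-RBC rats. Its pathway enrichment was based on RMA, while the deposited values used here may come from PLIER, which the submitters' notes name. The lists used here, written from general knowledge and tested in another way than the paper's enrichment, had adjusted p-values of 0.086 and 0.20 (0.99 each with an estimated correlation, 0.174 and 0.216 by fry). Platelet activation passed after quantile normalization (0.0088), after median centring (0.046), with array weights (0.021) and without F-RBC replicate 1 (0.0029), and chemokine signalling without F-RBC replicate 1 (0.012). Each of the 88 matched genes of the heat maps was lower after S-RBCs, as drawn in Figure 3, and the cell cycle and DNA replication lists passed by camera with its preset correlation and not with an estimated one (adjusted p = 0.99 and 0.73), the cell cycle list also not by fry (0.126).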

Other observations

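Between rats with PHx and bleeding without resuscitation and rats with PHx alone, 12 of 39 lists differed by camera, 11 of them lower with bleeding, none with an estimated correlation (lowest adjusted p = 0.36). Of 35 DNA replication genes 34 were lower, 0 past the threshold (13 fell when adjusted over the list alone), with a median log2 fold change of −0.33 and an adjusted p = 3.73e-12 by camera (adjusted p = 0.36 with an estimated correlation and 0.018 by fry). Of 45 mitosis genes 39 were lower, 0 past the threshold (10 fell when adjusted over the list alone), with a median of −0.38 and an adjusted p = 3.53e-09 (adjusted p = 0.67 with an estimated correlation and 0.180 by fry). Markers of endothelial cells and of stellate cells and fibroblasts were lower as well, in 16 of 17 and 18 of 21 cases, 0 past the threshold (6 and 8 fell when adjusted over the list alone), with medians of −0.44 and −0.64 and adjusted p-values of 7.58e-08 and 7.98e-07 (0.36 and 0.54 with an estimated correlation), so the lower levels are not particular to cell division. Mki67, a marker of dividing cells, and Mcm6 had log2 fold changes of −1.58 (adjusted p = 0.172) and −1.10 (adjusted p = 0.161). No single probe set was past the threshold by limma between these groups (4111 at an unadjusted p under 0.05, and 0 by the t-test of the methods after adjustment, 5172 before), while 3, 10 and 1 were without PHx replicates 1 and 2 and bleeding replicate 2. Mmp12 and Fabp4 had log2 fold changes of −2.82 and −1.87 (adjusted p = 0.117 each). Against the bleeding group, Mki67 and Top2a, a topoisomerase of dividing cells, were higher after F-RBCs by 2.60 (SE 0.37, adjusted p = 0.0060 from limma) and 2.27, and Idi1 and Fdps fell, at −1.90 and −1.84. After S-RBCs, Pla2g2a, a secreted phospholipase, Asns and Ifit2, an interferon-induced gene, were higher than in the bleeding group by 3.06, 1.93 and 1.72. Of 10 genes named as past the threshold in each of these comparisons, 4 to 9 (F-RBC) and 7 to 9 (S-RBC) stayed past it with each replicate left out.

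HAES, a plasma expander without RBCs, was followed by higher levels of fatty acid oxidation genes than bleeding alone, by camera at its preset correlation. Of 25 such genes 5 rose and 0 fell (15 and 0 when adjusted over the list alone), with a median of 0.54 and an adjusted p = 1.38e-12 (adjusted p = 0.48 with an estimated correlation). Cyp4a1, a fatty acid hydroxylase, and Hadh, a dehydrogenase of fatty acid oxidation, rose by 1.87 (SE 0.28, adjusted p = 0.0041 from limma) and 0.81. Of 23 genes of the unfolded protein response 5 fell and 0 rose (8 and 0 when adjusted over the list alone), with a median of −0.36 and an adjusted p = 1.98e-06 (adjusted p = 0.57 with an estimated correlation), with Hyou1, a chaperone, and Creld2 at −1.25 and −1.41. Of 45 mitosis genes 2 rose, Top2a by 1.42 and Bub1, a checkpoint kinase, by 0.80, and 0 fell (15 and 0 when adjusted over the list alone), with a median of 0.39 and an adjusted p = 6.72e-09 (adjusted p = 0.79 with an estimated correlation). Without HAES replicate 2 this median was 0.18, and HAES replicate 1 lies below bleeding replicate 2 in the mean of the list (−0.26 and −0.22). By fry the adjusted p-values were 0.059 for fatty acid oxidation, 0.078 for the unfolded protein response and 0.300 for mitosis. HAES and bleeding rats lie on opposite sides of the division that parts 269 probe sets, so a possible batch lies along this comparison too. Hadhb, a fatty acid oxidation gene past the threshold, is among the 269 (log2 difference 0.74). Fmo1, a monooxygenase, rose by 2.22, and Hmox1 and Ccl24, a chemokine, fell, at −1.78 and −1.74. Between S-RBC and HAES rats, 22 of 23 genes of the unfolded protein response were higher after S-RBCs, 0 past the threshold (15 rose when adjusted over the list alone), with a median of 0.50 and an adjusted p = 1.16e-14 (adjusted p = 0.157 with an estimated correlation and 0.0091 by fry). Of 19 genes named as past the threshold between HAES and bleeding rats, 9, 8 and 7 stayed past it without bleeding replicates 1, 2 and 3 and 12, 5 and 7 without HAES replicates 1, 2 and 3. Under both scalings of the arrays the lists whose medians are given in this part kept their direction and their side of the threshold.

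Against PHx alone, 45 of 45 mitosis genes were higher after F-RBCs, 0 past the threshold (31 rose when adjusted over the list alone), with a median of 0.59 and an adjusted p = 3.28e-14 (adjusted p = 0.51 with an estimated correlation). After S-RBCs 38 of 45 were lower, 0 past the threshold, also when adjusted over the list alone, with a median of −0.14 and an adjusted p = 0.0019 (adjusted p = 0.75 with an estimated correlation). The list did not pass without S-RBC replicate 3 (median −0.036, adjusted p = 0.27), its median was −0.25 and −0.27 without PHx replicate 2 and S-RBC replicate 2, and the arrays of the groups overlap in its mean. Of 20 cholesterol synthesis genes 18 were lower after F-RBCs than after PHx alone, Fdps past the threshold (8 fell and 0 rose when adjusted over the list alone), with a median of −0.53 and an adjusted p = 3.87e-15 (adjusted p = 0.51 with an estimated correlation). Of 26 genes of the urea cycle and amino acid catabolism 2 rose, Hal and Hpd, an enzyme of tyrosine breakdown, the latter by 0.52, and 0 fell (13 and 0 when adjusted over the list alone), with a median of 0.44 and an adjusted p = 3.93e-06 (adjusted p = 0.51 with an estimated correlation; median 0.29 after median centring). Of 23 genes of the unfolded protein response 2 rose after S-RBCs against PHx alone, Asns and Sdf2l1, the latter by 1.25, and 0 fell (5 and 0 when adjusted over the list alone), with a median of 0.28 and an adjusted p = 2.01e-04 (adjusted p = 0.75 with an estimated correlation; median 0.44 without S-RBC replicate 2). None of the lists in this paragraph passed by fry. Its adjusted p-values after F-RBCs were 0.066 for mitosis, 0.284 for cholesterol synthesis and 0.066 for the urea cycle and amino acid catabolism. After S-RBCs they were 0.558 for mitosis and 0.402 for the unfolded protein response.

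The paper lists qRT-PCR primers for Hgf, Il6, Tnf, Tgfb1, Il1b, Il10, Hmox1 and Hprt1. Of other genes below it measured protein, with Cd68, Cd163 and Icam1 stained in liver sections and Il17a and Ang in medium of human cells. Its Il6 on day 1 was serum protein. The RNA of whole liver given here is another measure than these proteins. On the arrays, between S-RBC and F-RBC rats on day 1, Hgf was the only gene of the paper's text past the threshold. The log2 fold changes of the cytokines were −0.20 for Il6 (adjusted p = 0.28), −0.03 for Tnf (adjusted p = 0.95), 0.03 for Tgfb1 (adjusted p = 0.97), −0.14 for Il1b (adjusted p = 0.86), −0.23 for Il10 (adjusted p = 0.44) and −0.12 for Il17a (adjusted p = 0.64). The macrophage genes Cd68, Cd163 and Itgam had −0.23 (adjusted p = 0.69), 0.05 (adjusted p = 0.93) and −0.49 (adjusted p = 0.45), and Icam1, an adhesion molecule, −0.17 (adjusted p = 0.74). Arg1, the arginase of the urea cycle, had 0.04 (adjusted p = 0.90). This is its level in whole liver, which cannot tell that of macrophages. The plasminogen activators Plau and Plat and plasminogen itself, Plg, had −0.18 (adjusted p = 0.63), −0.67 (adjusted p = 0.31) and −0.27 (adjusted p = 0.33). The others were Ang at −0.21 (adjusted p = 0.59), Hp at 0.12 (adjusted p = 0.56), Stat3 at 0.02 (adjusted p = 0.97), Ctnnb1 at 0.20 (adjusted p = 0.56), Hprt1 at 0.15 (adjusted p = 0.71) and Actb at −0.47 (adjusted p = 0.23).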
